# Host Responses to Sepsis Vary in Different Low-Lethality Murine Models

**DOI:** 10.1371/journal.pone.0094404

**Published:** 2014-05-01

**Authors:** Lori F. Gentile, Dina C. Nacionales, M. Cecilia Lopez, Erin Vanzant, Angela Cuenca, Benjamin E. Szpila, Alex G. Cuenca, Anna Joseph, Frederick A. Moore, Christiaan Leeuwenburgh, Henry V. Baker, Lyle L. Moldawer, Philip A. Efron

## Abstract

**Introduction:**

Animal models for the study of sepsis are being increasingly scrutinized, despite their essential role for early translational research. In particular, recent studies have suggested that at the level of the leukocyte transcriptome, murine models of burns, trauma and endotoxemia markedly differ from their human equivalents, and are only weakly similar amongst themselves. We compared the plasma cytokine and leukocyte transcriptome responses between two different low-lethality murine models of polymicrobial intra-abdominal sepsis.

**Methods:**

Six to ten week male C57BL/6j mice underwent either the ‘gold standard’ cecal ligation and puncture (CLP) model of intra-abdominal sepsis or administration of a cecal slurry (CS), where cecal contents are injected intraperitoneally. Surviving mice were euthanized at two hours, one or three days after sepsis.

**Results:**

The murine leukocyte transcriptomic response to the CLP and CS models of sepsis was surprisingly dissimilar at two hours, one, and three days after sepsis. The Pearson correlation coefficient for the maximum change in expression for the entire leukocyte transcriptome that changed significantly over time (n = 19,071) was R = 0.54 (R^2^ = 0.297). The CS model resulted in greater magnitude of early inflammatory gene expression changes in response to sepsis with associated increased production of inflammatory chemokines and cytokines. Two hours after sepsis, CLP had more significant expression of genes associated with IL-10 signaling pathways, whereas CS had greater expression of genes related to CD28, apoptosis, IL-1 and T-cell receptor signaling. By three days, the changes in gene expression in both sepsis models were returning to baseline in surviving animals.

**Conclusion:**

These analyses reveal that the murine blood leukocyte response to sepsis is highly dependent on which model of intra-abdominal sepsis is employed, despite their similar lethality. It may be difficult to extrapolate findings from one murine model to another, let alone to human sepsis.

## Introduction

Despite improvements in the diagnosis, treatment and management of sepsis and septic shock over the last several decades, sepsis continues to represent a significant cause of morbidity and mortality across all age ranges worldwide [1], [2]. Mortality from sepsis alone is reported to range from 28–50%, and death is more frequent in the pediatric and elderly populations [3], [4]. Even with recent improvements in outcomes due to changes in practice, the incidence and mortality from sepsis is increasing, particularly in the elderly population, and sepsis continues to remain the leading cause of ICU mortality, prolonged ICU stays and multiple organ failure (MOF)[3]–[5].

It has long been known that animal models do not fully recapitulate the human condition; however, considering the numerous recent failures of clinical trials based on positive outcomes in animal studies [1], [6]–[8], recent criticisms of animal models of sepsis and injury have blossomed [9]. A recent controversial report has revealed that at the level of the blood leukocyte transcriptome, the human response to trauma, burns and endotoxicosis is remarkably similar, whereas the comparison of the human response to murine models of injury was surprisingly poor (9). More interestingly, the murine transcriptomic responses to burn, trauma and endotoxicosis exhibited very little similarity among themselves.

As animal models of sepsis will continue to remain essential for early translational research, understanding the limitations of these models is essential [9]. Additionally, investigators must take into consideration the precise human condition they are studying and strive to use a murine model that best recapitulates the human responses being studied [10]. Oftentimes, murine models may only model a single component of the human response to severe sepsis or the systemic inflammatory response syndrome (SIRS). For instance, highly lethal models of cecal ligation and puncture (CLP), which are considered the ‘*gold* standard’ [11] animal model of intra-abdominal polymicrobial sepsis, appear to emphasize an early exaggerated inflammatory response, whereas, reduced lethality models, tend to emphasize a requirement for antimicrobial responses [12], [13].

In this report we examine two commonly used murine models of polymicrobial, intra-abdominal sepsis. Both models mimic the low mortality seen in human severe sepsis, but the source of sepsis is somewhat different, as one arises from a cecal nidus of infection (CLP) and the other from the bolus administration of cecal contents (CS). We sought to examine similarities and differences in the model at the level of both the plasma cytokine responses and the blood leukocyte transcriptome. Surprisingly, we find that changes in the murine leukocyte transcriptome to these relatively similar models of abdominal sepsis are more dissimilar to each other than the reported differences in gene expression between humans with burns and trauma. Interestingly, signaling pathways activated by CLP and CS are also fundamentally different, with the former emphasizing down regulation of T cell activation pathways, and the latter emphasizing the early inflammatory response.

## Materials and Methods

### Mice

Male C57BL/6J mice, age 6–10 weeks, were purchased from Jackson Laboratory (Bar Harbor, ME, USA) and were used in experiments approved by the University of Florida IACUC (approval number: 201106451). Mice were housed in pathogen-free facilities and acclimated for at least one week prior to use.

### Cecal Slurry

Cecal contents were harvested from adult C57BL/6J mice, weighed, and suspended in 5% dextrose to make a cecal content slurry at a concentration of 80 mg/ml as previously published [14]. This was then injected intraperitoneally at a dose of 1.3 mg/gm body weight for a goal of an estimated 30% lethal dose (LD_30_).

### Cecal Ligation and Puncture

CLP was performed using isoflurane anesthesia as previously described [15]. A small one centimeter laparotomy was performed; the cecum was exposed and then ligated using a 2-0 silk suture. After ligation, the cecum was punctured through both walls using a 25-gauge needle. The cecum was then returned to the abdomen and the incision was closed using surgical staples. After the surgical procedure, mice were placed on a warming blanket where they were administered 0.05–0.2 mg/kg of buprenorphine every 12 hours for 24 hours, returned to their cage, and monitored for signs of distress.

Surviving mice were euthanized at two hours, one and three days following sepsis, and whole blood was collected via intra-cardiac puncture, used for complete blood count (CBC) with differential determination, RNA isolation, or determination of plasma cytokine response. An additional group of animals were followed for seven days to judge long-term survival. All animals were monitored every 6–8 hours for signs of distress and endpoints including hunching, decreased socialization, anorexia, weight loss of 15% or more, the inability to evade handling and the inability to right themselves when placed on their side for adult animals. Neonatal mice were monitored for signs of distress, neglect by mother, or signs of poor feeding/dehydration (absence of milk in the stomach which can be seen externally). Animals meeting these criteria were humanely euthanized via CO_2_ asphyxiation followed by decapitation for neonates and cervical dislocation for adults, and were considered non-survivors.

### Gene Expression Profiling and Microarray Analysis

Whole blood was collected via intra-cardiac puncture at two hours, one and three days after the onset of sepsis, using one milliliter syringes containing 100 µl of 169 mM EDTA. Red blood cells were lysed using Buffer EL (Qiagen, Valencia, CA), and the supernatant was decanted after centrifugation. The cell pellet was homogenized in RLT buffer (Qiagen, Valencia, CA) supplemented with 2-mercaptoethanol and passed through QiaShredder™ (Qiagen, Valencia, CA). Total RNA was isolated using RNeasy™ kit (Qiagen, Valencia, CA), and the quality and quantity were assessed using an Agilent Bioanalyzer 2000. Nucleic acids were labeled using the 3′ IVT Express Kit and 15 µg of labeled cRNA was hybridized to Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, CA). Arrays were hybridized for 16 hours at 45°C. Following hybridization, arrays were stained and washed using an FS450 Affymetrix fluidics station and Affymetrix FlexFS 450-0004 protocol. Arrays were then scanned in an Affymetrix GeneChip™ scanner 7G Plus. The gene expression data were submitted to the Gene Expression Omnibus (GEO) database with the accession number GSE55238.

### Plasma Cytokines

Plasma cytokine concentrations were determined using the multiplex Luminex™ platform on 50 µl of plasma. Samples were run in duplicate.

### Statistical Methods

A log2 transformed expression matrix was calculated using RMA™ as implemented in the Partek Genomic Suite 6.6 (Affymetrix, Santa Clara, CA). Expression patterns were compared between healthy control, young adult mice and septic mice, and sepsis responsive genes were considered significant with a p-value of p<0.001 (F-test). Leave-one out cross validation was performed to compute the misclassification rate, and Monte Carlo simulation was used to determine if the miscalculation rate was significantly better than predicted by chance. Once significant genes were identified, fold changes were calculated from the genomic response between septic and healthy control mice. Pearson linear correlations were calculated on the changes in log2 transformed expression data to assess the correlation between changes in the CLP and CS models of murine sepsis over time.

### Pathway Analysis

Functional pathway analysis was performed using Ingenuity Pathway Analysis (IPA, Redwood City, CA, USA), which allows for the discovery of signaling pathways associated with the dataset of interest [16]. Only genes that changed significantly with a p<0.001 and had greater than two-fold change from control mice for each model were subjected to functional analysis. IPA performs a functional pathways analysis as part of its tools available to researchers, in which they identify those pathways that are over-represented, indicating that their expression is affected by the intervention. Significance was determined using a Z-score. Values of 2< Z<−2 are considered significant and correspond to a 95% confidence interval. Additionally, the IPA canonical pathway analysis displays pathways that are most associated with the genes in our dataset and significance is calculated at a p<0.05 level of significance. Within the canonical pathway analysis, the Molecule Activity Predictor tool was used to determine whether the overall effects on the pathway were activated or inhibited.

## Results

### The Murine Leukocyte Transcriptomic Response to the CLP and CS Models of Sepsis Are Genomically Dissimilar Two Hours, One Day and Three Days after the Onset of Sepsis

Although many models of murine sepsis exist, CLP remains the gold-standard model of intra-abdominal sepsis in mice [11]. The CS model of sepsis is similar in scope to the newer colon ascendans peritoneal stent (CASP) model of intra-abdominal sepsis which is thought to more closely mimic a human generalized peritonitis response, in that it represents acute generalized peritonitis. It is particularly helpful in those mice where a CLP is not feasible, such as neonatal mice [14]. Both models are thought to induce an immune response closely mimicking human intra-abdominal sepsis. 

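RNA from blood leukocytes of 28 mice was measured on Affymetrix Mouse Genome 430 2.0 arrays in 7 groups of 4. The groups are healthy control mice, and mice 2 h, 1 day and 3 days after cecal slurry (CS, an injection of cecal contents into the abdomen) or after cecal ligation and puncture (CLP, in which the tied-off cecum is pierced). The authors summarised the arrays by RMA, and their deposited log2 values cover 45037 probe sets tested here and 64 controls for spiked RNA and RNA quality. Each array was compared with the others as an independent sample, so p-values measure the spread between arrays of a group. A linear model of the 7 groups with variances shared across probe sets (limma) gave each change at a given time. It also gave each difference between CS and CLP, and "rose" and "fell" below refer to an adjusted p under 0.05. Changes averaged over time come from a separate comparison of each model's arrays with the controls. Their errors and p-values also include the spread between times.

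Groups of arrays differed in measures other than those of sepsis. Sex-linked transcripts of 12 arrays, all of them in 1 model, did not match the sex that the methods give. Neither the differences between the models nor those of this model from healthy control mice can be told apart from sex. Signal of Actb (beta-actin) at the 3′ end of the transcript exceeded that at the 5′ end, a difference that widens as RNA shortens, by means of 5.24, 4.32 and 4.68 log2 units in CS and 1.06, 0.575 and 0.526 in CLP at 2 h, 1 day and 3 days (exact permutation p = 0.0286 at each time, the smallest that 4 arrays against 4 allow). The same difference for Gapdh had means of 3.43, 3.54 and 3.60 in CS and 1.43, 1.08 and 0.643 in CLP (exact permutation p = 0.114, 0.0286 and 0.0571). Healthy control arrays 1 and 4 had an Actb difference of 0.694 and 1.19, and arrays 2 and 3 had 6.16 and 6.69.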

In order to compare the two models, we isolated RNA from total leukocytes at two hours, one and three days following a low-lethality (LD_20–30_) model of either CS induced sepsis or CLP induced sepsis and genome-wide expression analysis was performed.

As shown in Figure 1, mortality in the two models was similar although the kinetics of mortality may be slightly different. In low-lethality sepsis models of CLP and CS it appears that mice tend to die early (days 1–3) and there is no statistical difference. In the CS model, mice died on the second and third days, whereas, in the CLP model mice died on days one and two.

**Figure 1:**
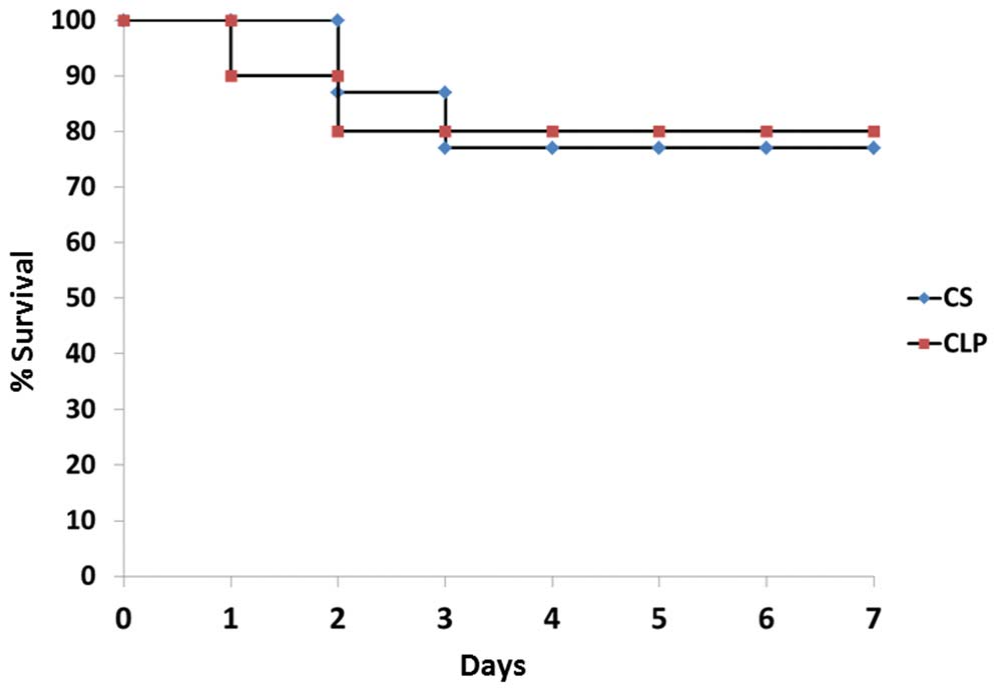
Survival responses to a cecal ligation and puncture (CLP) versus a cecal slurry (CS) model of polymicrobial sepsis. Survival was evaluated out to seven days. Mortality in the two models was similar. In the CS model, mice died on the second and third days, whereas, in the CLP model mice died on days one and two. (•- CS, ▪ - CLP).

Using a simple unsupervised analysis, we first asked whether the two models of sepsis altered the gene expression of blood leukocytes at either two hours, one day or three days. 

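Ccl12, Il6 and Ctsl were among the genes that varied across the 28 arrays. The coefficient of variation, calculated on linear values, was 2.53 for Ccl12 (a chemokine that draws monocytes), 2.02 for Il6 (interleukin 6, a cytokine of the acute response) and 2.09 for Ctsl (cathepsin L, a lysosomal protease). Of the fixed gene lists, 23 of 26 measured genes of IL-10 signaling, 18 of 18 pattern recognition receptors other than TLRs and 17 of 21 chemokine ligands had a value over 0.5. The counts were 9 of 23 for T-cell receptor signaling, 10 of 23 for the cell cycle, 8 of 17 for ribosomal proteins, 15 of 24 for oxidative phosphorylation and 13 of 17 for glycolysis and hypoxia.

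At this threshold 10875 probe sets varied, which is 24.1% of those tested and represents 6458 genes. Calculated on log2 values, the coefficient exceeded 0.5 for 2 probe sets.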

Using cluster analysis and an individual probe set coefficient of variance threshold of greater than 0.5, we found that there were 19,071 probe sets (representing 12,838 genes) whose expression varied. Surprisingly, when these genes were clustered, the main node of separation was the sepsis model employed rather than timing of sample (Figure 2A). 

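Clec1b, a platelet receptor, differed between CS and CLP by −2.93, −5.54 and −2.83 log2 units (SE 0.58, n = 4 per group) at 2 h, 1 day and 3 days, with adjusted p of 0.000944, 7.28e-07 and 0.000827. Mmp9, a protease stored in neutrophil granules, was lower in CS by 2.64, 4.14 and 1.95 log2 units (SE 0.74). In the opposite direction, Nfkb2, which encodes the p100 precursor of an NF-kB subunit, was higher in CS by 2.00, 1.41 and 0.85 log2 units (SE 0.24).

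When the varying probe sets were clustered by average linkage, the first division placed the 12 CS arrays apart from the CLP and healthy control arrays, which holds for 28 of 28 arrays, with 26 under complete linkage and 23 under Ward linkage. Among the 24 septic arrays the model accounted for 36.2% of the variance of these probe sets (permutation p = 2e-05) and time for 18.8% (permutation p = 0.0254). Permuted labels gave mean shares of 4.34% for the model and 8.70% for time. The 3′ to 5′ difference of Actb also separated CS from CLP arrays at every time.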

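Genes with strong differences among the 3 classes included regulators of inflammation. Thbs1 (thrombospondin 1, a matrix protein of platelets and monocytes) had an adjusted p of 4e-06 in the moderated F test (limma), Tlr13 (a receptor for bacterial RNA) of 1.45e-05, Socs3 (an inhibitor of cytokine signaling) of 1.46e-05 and Fos (an immediate early transcription factor) of 7.26e-05 over 28 arrays. By gene list, 15 of 26 measured genes of IL-10 signaling, 9 of 12 neutrophil markers and 7 of 13 platelet markers passed at p of 0.001. Among chemokine ligands 1 of 21 passed, and among B cell markers 0 of 13.

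With the 3 classes CLP, CS and healthy control as groups, 6241 probe sets representing 4093 genes passed, and 14660 probe sets had an adjusted p under 0.05. An F test over the groups by time called 11062 probe sets. With the 3′ to 5′ difference of Actb as a covariate, an alternative chosen after seeing the data, 1570 probe sets passed.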

Using a supervised analysis, and setting the threshold at p<0.001 by F test, there were 11,612 probe sets (representing 7,581 genes) that were significantly altered after sepsis, and by examining the heat map (Figure 2B), one can see that the genomic response induced by the CS model of intra-abdominal sepsis appears distinct from that induced by the CLP model of sepsis. These differences in gene expression between the three classes (CLP, CS and healthy control) could be used to identify the source of the sample (p<0.01), as confirmed by leave-one out cross validation analysis with Monte Carlo simulation.

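Class prediction used the probe sets of the 3-class F test, selected again each time with 1 array held out. CS arrays were recognised with 1 exception, CS 1 day replicate 3, which was assigned to CLP. CLP 2 h replicate 2 and CLP 3 days replicate 4 were assigned to healthy control, and healthy control replicate 1 to CLP. In total 4 of the 28 arrays were misclassified.

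In 100 permutations of the class labels the lowest number misclassified was 11 and the median 17.5, which gives a permutation p of 0.0099, the smallest that 100 permutations allow. The misassigned CLP arrays had Actb 3′ to 5′ differences of 2.57 (2 h, replicate 2) and 1.16 (3 days, replicate 4), while those of the other CLP arrays at the same times ranged from 0.524 to 0.602 and from 0.284 to 0.353.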

**Figure 2:**
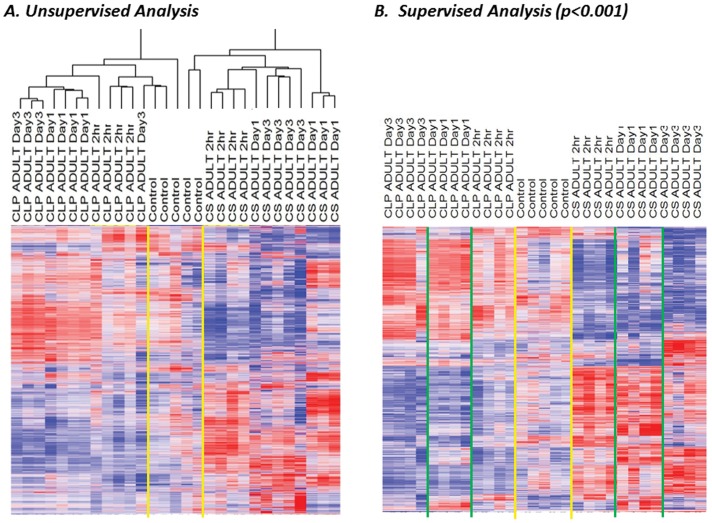
The CLP and CS models of murine intra-abdominal sepsis each induce a distinct genomic response after sepsis. **A**. Unsupervised cluster analysis with a coefficient of variation of >0.5 reveals that the expression of 19,071 probe sets (12,838 genes) varied after sepsis, and segregated based on the type of sepsis model employed. **B**. A supervised analysis shows that there were 11,612 probesets (7,581 genes) differentially expressed after sepsis (p<0.001) and the expression patterns from these two models appear distinct from one another.

Further analysis was subsequently performed by examining the changes in gene expression from mice undergoing sepsis from each model compared to healthy control mice. 

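Ltf, Il1rn, Cd14 and Thbs1 passed upward after CLP averaged over the 3 times. Ltf (lactoferrin, an iron-binding protein of neutrophil granules) had a log2 change of 6.25 ± 1.26 (SE; adjusted p = 0.0139), Il1rn (the receptor antagonist of interleukin 1) of 3.87 ± 0.82 (adjusted p = 0.0158), Cd14 (a co-receptor for endotoxin) of 3.56 ± 0.65 (adjusted p = 0.0111) and Thbs1 of 3.58 ± 0.55 (adjusted p = 0.011), in 12 CLP against 4 healthy control arrays (limma). Cxcr3, a chemokine receptor of T and NK cells, had a change of −0.79 ± 0.20 (adjusted p = 0.0262). Of the fixed lists, 12 of 26 measured genes of IL-10 signaling, 8 of 17 of IL-6 signaling and 6 of 20 immediate early and stress genes passed upward, and 0 downward.

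At p of 0.001, 1667 probe sets representing 1241 genes differed, 1060 upward and 607 downward, and 4428 had an adjusted p under 0.05. The count ranged from 484 without healthy control replicate 2 to 3837 without healthy control replicate 1, with 688 without replicate 3 and 2521 without CLP 3 days replicate 4, and an F test over the groups by time called 3415. In alternatives chosen after seeing the data it was 89 against control arrays 1 and 4, 4042 against arrays 2 and 3, and 57 with the Actb 3′ to 5′ covariate. The share upward was 63.6%, and 42.4% with the methods' plain F test, 49.4% against arrays 1 and 4, 37.3% against arrays 2 and 3 and 52.6% with the covariate.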

We found that after CLP there were 2,869 probe sets, representing 2,159 genes, that were differentially expressed between septic and healthy control mice (p<0.001). After CS, there were 4,486 probe sets, representing 3,305 genes, that were differentially expressed (as compared to healthy control mice (p<0.001) (Figure 3). 

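Acod1, Camp and Clec4e passed upward after CS and Clec1b, a platelet receptor, downward. Averaged over the 3 times in 12 CS against 4 healthy control arrays (limma), Acod1 (which makes the antibacterial metabolite itaconate) had a log2 change of 4.88 ± 0.83 (SE, adjusted p = 0.00363), Camp (cathelicidin, an antimicrobial peptide) of 4.08 ± 0.69 (adjusted p = 0.00362) and Clec4e (a receptor for mycobacterial and fungal glycolipids) of 2.60 ± 0.54 (adjusted p = 0.0128). Clec1b had a change of −3.03 ± 0.68 (adjusted p = 0.021), and 2 of 13 platelet markers passed downward with 0 upward. Upward, 5 of 17 measured genes of IL-6 signaling and 3 of 26 of IL-10 signaling passed, while 2 of 13 B cell and 2 of 17 T cell markers passed downward.

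In total 1074 probe sets representing 826 genes passed p of 0.001, 648 upward and 426 downward, and 1246 had an adjusted p under 0.05. An F test over the groups by time called 3081 probe sets, and without healthy control replicate 2 or 4 the count was 672 or 532. Against control arrays 1 and 4 or arrays 2 and 3, alternatives chosen after seeing the data, it was 532 and 550, of which 35.5% and 73.8% were upward, against 60.3% with all 4 controls.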

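Socs3, Cxcl2, Osm and Nfkbia passed upward in both models. Averaged over time (limma), Socs3 had log2 changes of 2.51 ± 0.56 (SE) in CLP and 3.72 ± 0.42 in CS, Cxcl2 (a neutrophil chemoattractant) of 5.15 ± 1.13 and 5.44 ± 1.01, Osm (oncostatin M, a cytokine of the IL-6 family) of 2.07 ± 0.39 and 1.80 ± 0.36, and Nfkbia (the NF-kB inhibitor IkBa) of 1.98 ± 0.40 and 2.64 ± 0.34, with n = 12 against 4 in each model. In the fixed lists, 4 of 17 measured genes of IL-6 signaling, 2 of 26 of IL-10 signaling, 2 of 23 of NF-kB signaling and 2 of 12 immature neutrophil granule genes passed upward in both.

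The models shared 134 probe sets: 116 rose in both, 15 fell in both and 3 moved in opposite directions. Simulated unchanged data with the same shared controls gave a mean of 15.22 shared probe sets and up to 1071 in 100 simulations, so a count of this size can arise without a response. Counted by gene, 178 genes had a passing probe set in each model, and 106 of them the same probe set. Both models were measured against the same 4 control arrays. With the controls divided 2 and 2 between the models the shared count averaged 27.7, with a range of 6 to 93. An F test over the groups by time gave 561 shared probe sets and the methods' plain F test 65, and the count ran from 29 without healthy control replicate 2 to 242 without healthy control replicate 1, with 71 without replicate 4.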

In depth analysis revealved that only 757 of the genes that were significantly altered following sepsis overlapped, and changed in both models. Instead, the majority of genes, 1,314 and 2,460, were unique to both CLP and CS, respectively.

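Several genes passed in 1 model and differed between the models in direct comparison. Tlr2 (a receptor for bacterial lipoproteins) passed in CLP alone (averaged log2 change 2.86 ± 0.54 (SE), against 0.97 in CS) and was lower in CS than in CLP by 2.05 (adjusted p = 0.0288) at 2 h and 2.12 (adjusted p = 0.0117) at 3 days (SE 0.64, n = 4). Il4ra, a receptor chain for interleukins 4 and 13, was lower in CS by 1.38, 1.15 and 2.06 log2 units at 2 h, 1 day and 3 days (SE 0.35). Nlrp3, the sensor of an inflammasome, was higher in CS by 2.15 at 2 h and 1.15 at 1 day (SE 0.34).

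By this count 1063 genes passed in CLP alone and 648 in CS alone, and passing in 1 model without the other is not a test of the difference. Leaving out healthy control replicate 2 gave 342 genes in CLP alone, leaving out healthy control replicate 1 gave 2435, and leaving out healthy control replicate 4 gave 325 in CS alone. Tested directly with limma, CS and CLP differed in 6409 probe sets at 2 h, 5025 at 1 day and 16824 at 3 days at an adjusted p under 0.05. Of these, 63.3%, 35.8% and 61.4% were higher in CS. The share at 3 days was 34.9% with the dim filter, 38.5% with an added 2-fold threshold, 44.4% at p of 0.001 and 2-fold and 45.3% with only the 2 groups compared, and that at 1 day 51.1% with array weights. With the Actb 3′ to 5′ covariate, chosen after seeing the data, 4095, 1946 and 1160 differed, of which 78.2%, 53.5% and 51.7% were higher in CS. From its heat maps (Figure 3) the paper states that the leukocyte response to CS is distinct from that to CLP.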

**Figure 3:**
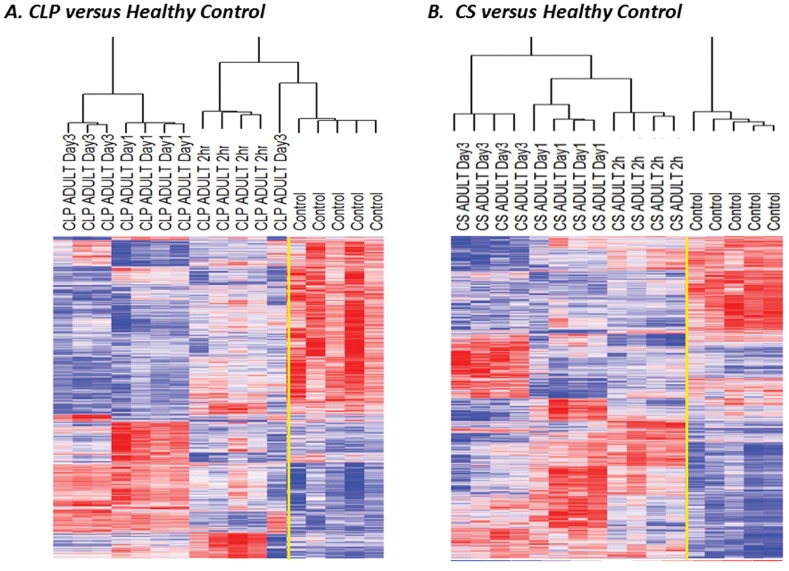
Heat maps from septic mice two hours, one day, and three days after sepsis reveal that CS induces a leukocyte transcriptomic response that is distinct from CLP. After CLP there were 2,869 probe sets, representing 2,159 genes that were differentially expressed between septic and healthy control mice that were significant at p<0.001 across all time points. After CS there were 4,486 probe sets, representing 3,305 genes that were differentially expressed. There were only 802 probe sets (representing 757 genes) that were the same amongst the two models.

We also performed genome-wide linear correlations where we examined the mean change in expression for all sepsis responsive genes significant at a p-value of p<0.001 between the CLP and CS models at two hours, one day and three days after sepsis (Figure 4). 

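At 2 h Cxcl3 (a neutrophil chemoattractant) rose by 7.16 log2 units in CS and 7.96 in CLP (SE 0.70, n = 4 per group), Tnfaip3 (the NF-kB inhibitor A20) by 4.29 and 3.63 (SE 0.40), and Il1rn by 3.71 and 5.13 (SE 0.72). Traf1, an adaptor of TNF receptors, rose by 3.10 in CS with a value of −0.13 in CLP (difference 3.22, adjusted p = 1.08e-05), and Ms4a6c, a monocyte membrane gene, had values of −1.66 in CS and 2.05 in CLP (difference −3.71, adjusted p = 6.14e-05).

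Over the probe sets of the 3-class F test, the mean log2 changes of the 2 models had a Pearson r of 0.0428 (bootstrap SD over arrays 0.104), and 36.1% had the same sign. Changes measured against the same controls correlate even without a response, and simulated unchanged data gave a mean r of 0.483. The F test of the 3 classes also picks probe sets in which CS and CLP differ, which favours a low r. This holds here, at the later times and for the maximum change. The gap between r and the simulated mean is therefore no measure of how unlike the models are. Without healthy control replicate 2 the r was −0.0671, with the controls divided between the models its mean was −0.0162, and over probe sets past p of 0.001 in each model it was 0.734. That selection, here and at the later times, favours a high r, since most of its probe sets passed in the same direction in both models. Over all probe sets the r was 0.204.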

The models were most similar to each other at the two hour time point with a Pearson correlation coefficient r = 0.608 (p<0.0001) (Figure 4A). They were less similar one day after sepsis with an r = 0.405 (p<0.0001) (Figure 4B). 

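At 1 day Pmaip1 (the cell death gene Noxa) rose by 3.82 log2 units in CS and 3.75 in CLP (SE 0.69, n = 4 per group), Fcgr2b (an inhibitory antibody receptor) by 2.75 and 2.85 (SE 0.55), and Hif1a (a transcription factor of the response to low oxygen) by 3.37 and 2.43 (SE 0.43). Tubb1, a tubulin of platelets, fell by 3.87 in CS with a value of 0.85 in CLP (difference −4.73, adjusted p = 1.35e-07). Adgre1, a macrophage and monocyte surface gene, rose by 2.45 in CLP with a value of −0.46 in CS (difference −2.91, adjusted p = 0.0014).

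The Pearson r of the 2 models was 0.207 (bootstrap SD 0.1498), with the same sign for 44.8% of the probe sets. Simulated unchanged data with shared controls gave a mean r of 0.499. The r was 0.0563 without healthy control replicate 2, 0.389 without healthy control replicate 1, 0.367 over the probe sets of the F test by time, 0.511 over all probe sets, and 0.793 over those past p of 0.001 in each model.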

Three days following sepsis the two models had an inverse correlation that was highly significant (p<0.0001) with an r = −0.284 (Figure 4C). 

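At 3 days Cd8b1, a co-receptor chain of cytotoxic T cells, fell by 2.11 log2 units in CS with a value of 0.84 in CLP (difference −2.96, adjusted p = 0.000135, SE 0.49, n = 4 per group). Bpgm, an enzyme of red cells that lowers oxygen affinity, fell by 4.92 in CS against −0.29 in CLP (SE 0.58), and Nod1, a sensor of bacterial cell wall fragments, rose by 1.88 in CLP against −0.56 in CS (SE 0.43). Cebpb, a transcription factor of myeloid cells, rose by 2.63 in CS and 2.55 in CLP (SE 0.55).

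Between the models the Pearson r was −0.0445 (bootstrap SD 0.112; percentile interval −0.162 to 0.261), against a mean of 0.514 in simulated unchanged data with shared controls. Probe sets with the same sign made up 36.1%. Without healthy control replicate 1 the r was 0.123 and without replicate 2 −0.162, under quantile normalization 0.0758, and over the probe sets past p of 0.001 in each model 0.776. Over all probe sets the r was 0.0935. At this time the CS arrays had higher spiked-in bioB signal than the CLP arrays (13.3 and 8.58, exact permutation p = 0.0286).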

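The largest changes over time included a monocyte chemokine, a granule protein and a platelet receptor. Ccl12 had its largest change at 1 day in both models (6.25 log2 units in CS and 3.42 in CLP; SE 0.70, n = 4 per group). Ltf was largest at 1 day in CLP (7.43) and had a value of 3.21 in CS at that time (SE 1.38; difference −4.22, adjusted p = 0.0468). Gp9, part of the platelet receptor for von Willebrand factor, was largest at 1 day in CS, where it fell by 3.49, and the difference from CLP was −4.48 (SE 0.54, adjusted p = 5.66e-06).

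For the maximum change the Pearson r was −0.043 (bootstrap SD 0.104; r² = 0.0018), and simulated unchanged data with shared controls gave 0.629. Probe sets with the same sign in both models made up 33.2%. The r was −0.184 without healthy control replicate 2 and 0.145 without healthy control replicate 1. It was 0.269 over all probe sets and 0.799 over those past p of 0.001 in each model. In alternatives chosen after seeing the data it was 0.0016 against controls 1 and 4, 0.306 against controls 2 and 3 and 0.563 with the Actb covariate.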

We also examined the the maximum change in gene expression for each model over time and found the Pearson correlation coefficient to be r = 0.545 (r^2^ = 0.297) (Figure 4D).

**Figure 4:**
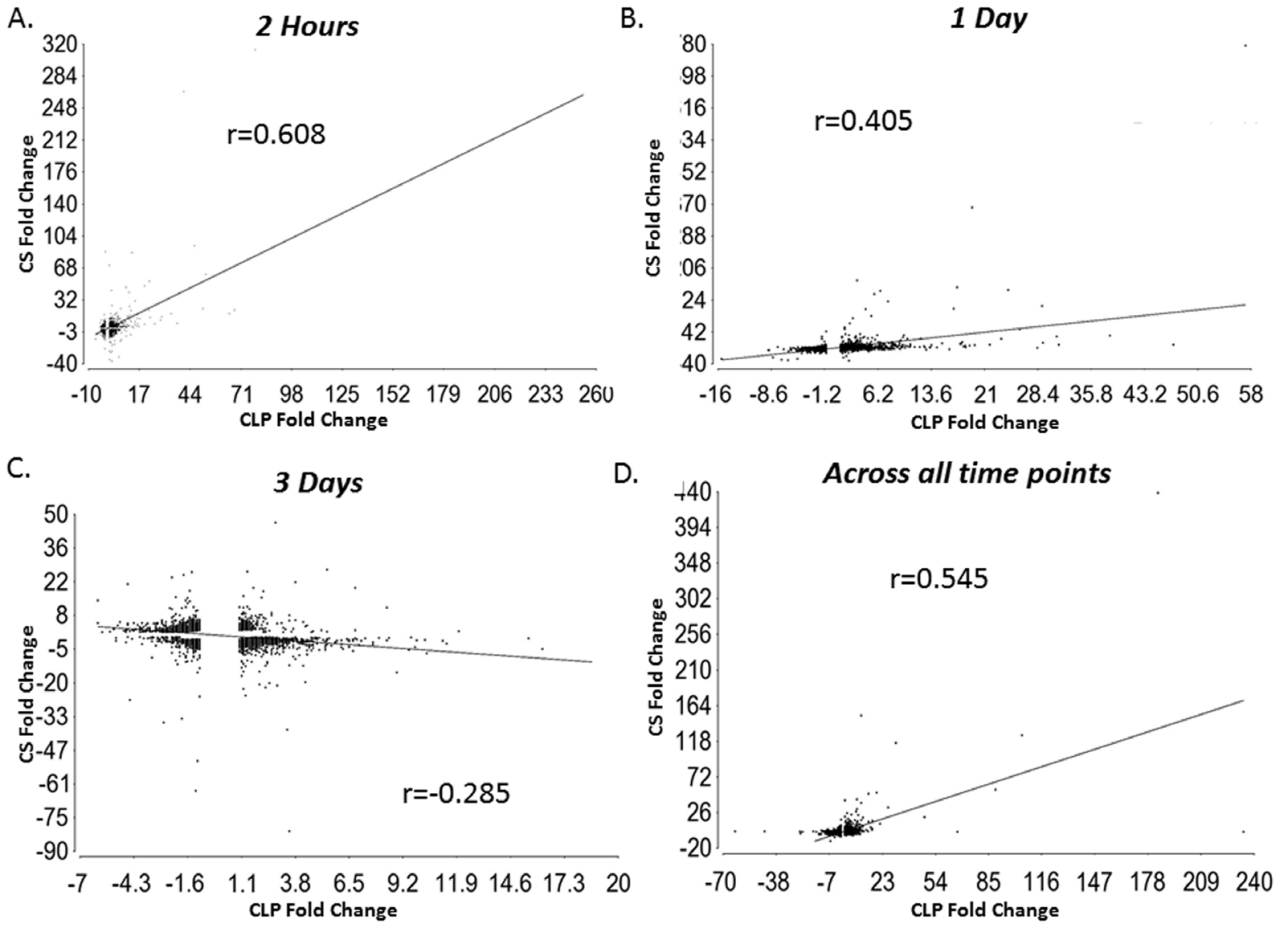
The CLP and CS models of intra-abdominal sepsis have the highest genome-wide linear correlation early after sepsis. Two hours, one day and three days after sepsis genome-wide linear correlations examining the mean change in expression for all sepsis responsive genes significant at a p-value of p<0.001 between the CLP and CS models were performed. **A**. The models were most similar to each other at the two hour time point with an r = 0.608. **B**. They were less similar one day after sepsis with an r = 0.405. **C**. Three days following sepsis the two models had a negative correlation with an r = −0.284. **D**. The genome-wide linear correlations of the maximum change in gene expression for each model over time was r = 0.545.

### In Both the CLP and CS Models there are Unique Gene Expression Changes and Activated Pathways after Sepsis

Both the CLP and CS models of intra-abdominal sepsis incite an inflammatory response, including the expression of interleukins/chemokines/cytokines and toll-like receptors (TLR). However, there are certain up regulated genes that are unique to each model. For example, *Il-1B*, *Tlr2*, *Tlr3*, *Cxcl10*, *Hmgb2* are up regulated exclusively in the CLP model (Table S1), whereas *Arg1*, *Cd40*, *Cxcr3*, and *Tlr7* are exclusively up regulated in the CS model (Table S2). Additionally, the CS model appears to have greater down regulation of the *MhcII* class of genes. 

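Neutrophil and macrophage chemokines rose in both models. Cxcl2 rose by 6.68 and 6.85 log2 units at 2 h and 1 day in CS and by 6.30 and 6.32 in CLP (SE 0.83, n = 4 per group). Ccl4 (MIP-1β, which draws macrophages and T cells) rose by 3.31 and 3.35 in CS and by 2.45 and 1.79 in CLP (SE 0.59), and Ptgs2 (cyclooxygenase 2) by 4.54 and 3.32 against 4.39 and 2.63 (SE 0.88). Of the chemokine ligands, 5 and 11 of 21 rose in CS at 2 h and 1 day, and 5 and 8 in CLP, with 0 falling. A single array decides the call of Ccl4 in CLP at 2 h (6 arrays, at most adjusted p = 0.123 without healthy control replicate 2), Ccl4 in CLP at 1 day (5 arrays, at most adjusted p = 0.152 without CLP 1 day replicate 4) and Ptgs2 in CS at 1 day (3 arrays, at most adjusted p = 0.0799 without CS 1 day replicate 4). The same held for Ptgs2 in CLP at 2 h (adjusted p = 0.0758 without healthy control replicate 2) and Ptgs2 in CLP at 1 day (5 arrays, at most adjusted p = 0.127 without healthy control replicate 2).

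Of 23 genes of Toll-like receptor signaling, 4 rose at 1 day and 1 fell in CS, and 9 rose and 1 fell in CLP. Irak3, which restrains these receptors, rose by 1.97 in CS and 2.82 in CLP (SE 0.59), and Tlr9, a receptor for bacterial DNA, fell by 0.64 and 0.68 (SE 0.21). When arrays were left out singly, calls ended for Irak3 in CS at 1 day (5 arrays, at most adjusted p = 0.122 without healthy control replicate 4), Tlr9 in CS at 1 day (18 arrays, at most adjusted p = 0.145 without CS 1 day replicate 4) and Tlr9 in CLP at 1 day (6 arrays, at most adjusted p = 0.0913 without healthy control replicate 3).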

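Differences between the models were tested directly by the contrast of CS with CLP. Lower in CS at 2 h were Il1r2 (a decoy receptor for interleukin 1; −3.32 log2 units, adjusted p = 0.0123) and Fas (a death receptor; −2.12, adjusted p = 0.00171), which rose in CLP by 4.38 and 2.87 and had values of 1.06 and 0.75 in CS (SE 0.90 and 0.45, n = 4 per group). Higher in CS were Bcl2l11 (the cell death gene Bim; difference 2.75, adjusted p = 3.97e-06), Bcl2 (an inhibitor of cell death; 1.77, adjusted p = 0.00344) and Egr2 (a transcription factor of activated lymphocytes; 1.48, adjusted p = 0.00166). These rose in CS by 3.20, 1.52 and 1.68, against values of 0.45, −0.25 and 0.20 in CLP. Without 1 of the arrays there was no call of Il1r2 between the models at 2 h (adjusted p = 0.0548 without CS 2 h replicate 4), Il1r2 in CLP at 2 h (adjusted p = 0.0754 without healthy control replicate 2) and Bcl2 in CS at 2 h (3 arrays, at most adjusted p = 0.0603 without healthy control replicate 4).

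Among 21 chemokine ligands, 0, 5 and 1 were higher in CS than in CLP at 2 h, 1 day and 3 days. At the same times 3, 0 and 0 were lower. Their camera adjusted p were 0.0559, 0.00119 and 0.698. The result at 1 day was lost with an estimated correlation and without CS 1 day replicate 3. Among chemokine receptors, 1 of 14 was higher and 4 were lower in CS than in CLP at 2 h, 0 and 3 at 1 day, and 1 and 5 at 3 days (camera adjusted p = 0.0559, 0.0729 and 0.093). Ccr2, which guides monocytes, differed by −2.99 at 1 day (SE 0.55), and Cxcr2, which guides neutrophils, by −2.57, −3.43 and −2.37 (SE 0.59).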

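Il1b (interleukin 1β, a fever-inducing cytokine) and Tlr2 rose after CLP. The log2 changes of Il1b were 3.46 and 2.16 at 2 h and 1 day and 1.97 (adjusted p = 0.084) at 3 days. Those of Tlr2 were 3.59, 2.56 and 2.43 (SE 0.70 and 0.64, n = 4 per group). In CS, Il1b had values of 1.74, 0.65 and 0.24, and its differences between models had adjusted p of 0.11, 0.191 and 0.0553. Hmgb2, a chromatin protein released from dying cells, rose at every time in CLP (2.27, 2.65, 2.53) and in CS (2.12, 2.28, 2.82; SE 0.50). Cxcl10, an interferon-induced chemokine, rose in CS at 1 day by 2.94 against 0.05 in CLP (difference adjusted p = 0.0105). Its fold changes in CLP at 2 h and 3 days were 3.30 and −1.42 (the paper's 3.4 and −1.3), neither past the test. Tlr3, a receptor for double-stranded RNA, had CLP values of −0.22, −0.15 and −0.26, none past the test. Leaving out 1 array ended the call of Il1b in CLP at 2 h (adjusted p = 0.0766 without healthy control replicate 2), Il1b in CLP at 1 day (6 arrays, at most adjusted p = 0.139 without healthy control replicate 3) and Tlr2 in CLP at 3 days (6 arrays, at most adjusted p = 0.147 without CLP 3 days replicate 1). This was also so for Hmgb2 in CLP at 2 h (3 arrays, at most adjusted p = 0.142 without healthy control replicate 2), Hmgb2 in CLP at 3 days (4 arrays, at most adjusted p = 0.092 without CLP 3 days replicate 2) and Cxcl10 in CS at 1 day (adjusted p = 0.069 without CS 1 day replicate 4 and 0.0575 without CS 1 day replicate 3). It was likewise for Cxcl10 between the models at 1 day (adjusted p = 0.0634 without CS 1 day replicate 4).

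Cxcr3 fell in CS by 1.12 at 2 h and 1.41 at 1 day (SE 0.31) and had values of −0.88 and −0.81 in CLP. Cd40, a costimulatory receptor of B cells, and Tlr7, a receptor for single-stranded RNA, did not pass in either model, with CS values of −0.08, −0.45 and 0.30 and of −0.83, −0.08 and −0.61. These genes were named by the paper from the same mice, so their directions are not independent evidence. With 1 array fewer, no call was made for Cxcr3 in CS at 2 h (4 arrays, at most adjusted p = 0.0673 without CS 2 h replicate 3).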

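H2-DMb2, a subunit of the complex that loads peptides on MHC class II, fell at 1 day by 1.75 log2 units in CS and 2.61 in CLP, and at 2 h by 1.98 in CLP against −0.10 in CS (SE 0.47, n = 4 per group). H2-Oa, which restrains peptide loading, fell by 1.38 and 1.62 at 1 day and by 1.46 in CS at 3 days, where its CLP value was −0.12 (SE 0.44). Rfxank, part of the complex that switches on these genes, fell in CS by 1.18, 1.11 and 1.16 (SE 0.20). Dropping single arrays removed the call of H2-DMb2 in CS at 1 day (adjusted p = 0.0941 without healthy control replicate 2 and 0.0642 without CS 1 day replicate 1), H2-DMb2 in CLP at 2 h (5 arrays, at most adjusted p = 0.212 without healthy control replicate 2) and H2-Oa in CS at 1 day (17 arrays, at most adjusted p = 0.149 without healthy control replicate 1). The same held for H2-Oa in CLP at 1 day (3 arrays, at most adjusted p = 0.0539 without healthy control replicate 2) and H2-Oa in CS at 3 days (3 arrays, at most adjusted p = 0.117 without healthy control replicate 1).

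Of 13 measured MHC class II genes, 2, 3 and 3 fell in CS at 2 h, 1 day and 3 days, with 0 rising, and 1, 3 and 0 fell in CLP, where 2 rose at 1 day. Compared directly, 5 were lower and 0 higher in CS than in CLP at 3 days (median −0.86; camera adjusted p = 0.0137, or adjusted p = 0.805 with an estimated correlation), 2 lower and 0 higher at 1 day, and 2 lower and 3 higher at 2 h. B cell markers, which these genes accompany in blood, had medians of 1.20, 0.16 and −0.86 in the same comparisons.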

Common immune related genes whose expression is significantly changed in both models include multiple chemokines and cytokines, including, but not limited to, *Il-10*, *Il-6*, *Mip-1α*, and *Tlr4* (Table S3).

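Il10 (interleukin 10, an anti-inflammatory cytokine) rose in CS by 2.33 log2 units at 2 h and 4.14 at 1 day, and in CLP by 1.43 at 1 day (SE 0.49, n = 4 per group). Il6 rose in CS by 4.02 and 6.31 and in CLP by 3.99 and 2.03 at the same times (SE 0.61). Ccl3 (MIP-1α, a macrophage chemokine) rose by 3.65 and 4.26 in CS and by 3.77 and 3.90 in CLP (SE 0.76). Tlr4, the receptor for endotoxin, rose at 1 day in CLP by 2.48 (SE 0.61), and in CS its values were −0.66, −0.14 and 0.42. A single array decides the call of Il10 in CLP at 1 day (7 arrays, at most adjusted p = 0.17 without CLP 1 day replicate 4), Il6 in CLP at 1 day (5 arrays, at most adjusted p = 0.076 without CLP 1 day replicate 3) and Ccl3 in CLP at 2 h (adjusted p = 0.0699 without healthy control replicate 2).

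At 3 days none of the 4 genes passed in either model. Compared directly, Tlr4 was lower in CS than in CLP by 2.03 at 2 h and 2.62 at 1 day (adjusted p = 0.0247 and 0.00538). When arrays were left out singly, calls ended for Tlr4 between the models at 2 h (5 arrays, at most adjusted p = 0.0737 without CLP 2 h replicate 3).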

### Canonical Pathway Analysis Reveals that CS has Increased Activation of Pathways Involved with the Innate Inflammatory Response, whereas CLP has Greater Inhibition of Pathways Involved in the Adaptive Immune Response

When examining the inflammation and immune related signaling pathways in IPA, we found that the *Il-10* signaling pathway was more significantly expressed after CLP than CS across all three time points and had the greatest proportion of up-regulated genes two hours after sepsis (Figure 5). Additionally, two hours after sepsis, the CLP model had the greatest gene expression related to NFκB signaling, TLR signaling, acute phase response and Il-6 signaling, whereas one and three days after sepsis, the the it actually showed inhibition of many of these inflammatory pathways (Figure 5). 

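Genes of IL-10 signaling rose in both models. In CLP, Il10rb (a chain of the interleukin 10 receptor) rose by 2.17, 2.70 and 2.07 log2 units at 2 h, 1 day and 3 days, with CS values of 0.49, 1.02 and 0.08 (SE 0.49, n = 4 per group). Ccr1, a receptor for inflammatory chemokines, rose by 4.04, 3.52 and 3.08 in CLP (SE 0.72). Socs3 rose at every time in both, from 4.41 at 2 h to 2.90 at 3 days in CS and from 3.22 to 1.64 in CLP (SE 0.49). Without 1 of the arrays there was no call of Il10rb in CLP at 2 h (5 arrays, at most adjusted p = 0.146 without healthy control replicate 2), Il10rb in CLP at 3 days (5 arrays, at most adjusted p = 0.113 without CLP 3 days replicate 2) and Ccr1 in CLP at 3 days (5 arrays, at most adjusted p = 0.119 without CLP 3 days replicate 1). This was also so for Socs3 in CLP at 3 days (21 arrays, at most adjusted p = 0.201 without CLP 3 days replicate 1).

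Of 26 measured genes, 10, 18 and 7 rose in CLP at 2 h, 1 day and 3 days and 0 fell (camera adjusted p = 8.95e-28, 1.78e-12 and 4.11e-09; adjusted p = 0.0201, 0.211 and 0.455 with an estimated correlation). Adjusted over the list alone, 18 rose in CLP at 2 h, 20 at 1 day and 14 at 3 days. In CS, 10, 11 and 2 rose and 0, 0 and 1 fell (camera adjusted p = 1.34e-09, 4.62e-12 and 0.294; adjusted p = 0.328, 0.111 and 0.89 with an estimated correlation). Compared directly, 7, 6 and 10 genes were lower in CS than in CLP and 1, 3 and 3 higher (camera adjusted p = 0.0544, 0.564 and 0.00519, the last with adjusted p = 0.805 with an estimated correlation).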

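Genes of NF-kB signaling rose at 2 h after CLP and were raised at 1 day as well. Nfkbiz, an inducible regulator of NF-kB targets, rose by 3.93, 3.03 and 1.92 log2 units at 2 h, 1 day and 3 days (SE 0.55, n = 4 per group), and Map3k8, a kinase downstream of Toll-like receptors, by 3.57 and 2.82 at 2 h and 1 day (SE 0.57). Orm1, an acute phase protein, rose by 4.03 and 4.76 (SE 0.76), and Pim1, a kinase induced by IL-6, by 1.61 and 1.15 (SE 0.30). In the falling direction, Nfkb2 fell at 1 day by 0.77 (SE 0.24). Leaving out 1 array ended the call of Nfkbiz in CLP at 3 days (6 arrays, at most adjusted p = 0.174 without CLP 3 days replicate 1) and Nfkb2 in CLP at 1 day (6 arrays, at most adjusted p = 0.104 without healthy control replicate 2).

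Of 23 genes of NF-kB signaling, 8 rose and 0 fell at 2 h, 10 and 1 at 1 day, and 3 and 0 at 3 days (camera adjusted p = 1.69e-12, 4.37e-05 and 0.0365; adjusted p = 0.0707, 0.258 and 0.621 with an estimated correlation). For Toll-like receptor signaling 2 and 3 of 23 rose at 2 h and 3 days and 0 fell (camera adjusted p = 0.00107 and 0.034, and 0.00334 at 1 day; adjusted p = 0.226, 0.543 and 0.258 with an estimated correlation). For the acute phase response 1, 5 and 0 of 15 rose at the 3 times, with 0 falling (camera adjusted p = 0.00107, 0.00144 and 0.0365; adjusted p = 0.226, 0.258 and 0.576 with an estimated correlation). For IL-6 signaling 5, 10 and 4 of 17 rose, with 0 falling (camera adjusted p = 1.08e-12, 4.94e-06 and 0.000156; adjusted p = 0.0201, 0.211 and 0.455 with an estimated correlation). Calls at 3 days depend on single arrays: limma called 0 probe sets without CLP 3 days replicate 1, 2 or 3, where 7810, 8138 and 9053 had an unadjusted p under 0.05 (plain F test 3896, 3800 and 4390).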

The CS model had the greatest gene expression related to innate inflammatory pathways one day after sepsis with activation of pathways related to the role of pattern recognition receptors (PRRs), Il-1, Il-6, Nfkb, and Hmgb1 signaling, chemokine signing, TLR signaling, and the acute phase response (Figure 5). 

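At 1 day after CS Ccl7 (a monocyte chemokine) rose by 3.09 log2 units (SE 0.61, n = 4 per group), Ccl17 (which draws T cells) by 2.86 (SE 0.49) and Cxcl5 (which draws neutrophils) by 2.60 (SE 0.46). Among pattern recognition receptors, Ddx58 and Ifih1, which sense viral RNA, rose by 1.96 and 1.87 (SE 0.33 and 0.40), and Clec7a, a receptor for fungal glucan, fell by 2.20 (SE 0.42). Il1a, a cytokine released from damaged cells, rose by 2.38 (SE 0.64), and Saa3, an acute phase protein, by 3.45 (SE 0.68). With 1 array fewer, no call was made for Il1a in CS at 1 day (adjusted p = 0.0798 without CS 1 day replicate 3 and 0.0725 without CS 1 day replicate 4).

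Counts of genes that rose and fell at 1 day were 11 and 0 of 21 chemokine ligands, 6 and 1 of 18 pattern recognition receptors other than TLRs, 5 and 0 of 19 genes of IL-1 family signaling, 8 and 0 of 17 of IL-6 signaling, 11 and 0 of 23 of NF-kB signaling, and 4 and 0 of 15 of the acute phase response. Their camera adjusted p were 1.3e-11, 0.000889, 0.000478, 2.55e-07, 6.27e-10 and 0.000889 in that order, and with Toll-like receptor signaling 0.0354. With an estimated correlation the adjusted p were 0.109, 0.296, 0.142, 0.111, 0.111, 0.243 and 0.422. At 2 h, 12 genes of NF-kB signaling rose and 1 fell, 6 of IL-1 family signaling rose and 0 fell, and 0 of the acute phase response passed. Of 35 splits of the CS 1 day and healthy control arrays into 4 and 4, 2, the real one among them, called as many probe sets.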

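At 3 days Il6, Tnfaip3 and Cxcl3 passed in neither model, while Acod1, Osm and Nfkbia passed in both. Il6 had log2 values of 1.69 in CS and 1.27 in CLP (SE 0.61, n = 4 per group), Tnfaip3 of 0.54 and 0.52 (SE 0.40), and Cxcl3 of 1.17 and 1.09 (SE 0.70). Acod1 remained up by 2.78 in CS and 2.17 in CLP (SE 0.65), Osm by 1.40 and 1.65 (SE 0.45), and Nfkbia by 1.86 and 1.10 (SE 0.28). Dropping single arrays removed the call of Acod1 in CLP at 3 days (19 arrays, at most adjusted p = 0.19 without CLP 3 days replicate 1), Osm in CS at 3 days (5 arrays, at most adjusted p = 0.0899 without healthy control replicate 2) and Osm in CLP at 3 days (6 arrays, at most adjusted p = 0.176 without CLP 3 days replicate 1). It was likewise for Nfkbia in CLP at 3 days (6 arrays, at most adjusted p = 0.136 without CLP 3 days replicate 2).

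In CS at 3 days 2 genes of NF-kB signaling rose and 3 fell, 2 and 1 of IL-1 family signaling, 5 and 1 of IL-6 signaling, 2 and 3 of Toll-like receptor signaling and 2 and 1 of the chemokine ligands. Camera adjusted p were 0.923, 0.571, 0.0692, 0.812 and 0.786. In CLP the counts of the same lists were 3 and 0, 2 and 0, 4 and 0, 3 and 0 and 1 and 0, and pattern recognition receptors other than TLRs had 1 and 0. Their camera adjusted p were 0.0365, 0.0104, 0.000156, 0.034, 0.944 and 0.00131, or 0.621, 0.455, 0.455, 0.543, 0.974 and 0.455 with an estimated correlation. Probe sets called against healthy control numbered 3848, 4553 and 8102 in CS and 698, 7747 and 2581 in CLP at 2 h, 1 day and 3 days. The order over time in CS depended on the setting. With only the 2 groups compared the CS counts were 3885, 2250 and 1479, and at p of 0.001 in the plain F test 837, 636 and 528. Under quantile normalization they were 4837, 4715 and 9096. At 3 days after CLP limma called 0 with only the 2 groups compared, where 12151 had an unadjusted p under 0.05 (9661 by the plain F test), and 8551 without CLP 3 days replicate 4, and at 1 day it was 3385 without healthy control replicate 2 and 12573 without healthy control replicate 1.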

Three days after sepsis both groups of surviving mice had decreased levels of significance in the majority of immune and inflammation related signaling pathways compared to two hours and one day after sepsis and the changes in gene expression from all pathways were returning to baseline in both models. 

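At 1 day after sepsis Cd14, part of the receptor for endotoxin, rose by 2.39 log2 units in CS and 3.82 in CLP (SE 0.77, n = 4 per group). Cd8a, a co-receptor of cytotoxic T cells, fell by 1.05 and 1.10 (SE 0.30), Cr2, a complement receptor of B cells, by 2.29 and 1.48 (SE 0.41), and Spib, a transcription factor of B cells, by 1.97 and 1.82 (SE 0.56). Ctla4, an inhibitory receptor of T cells, rose in CS by 1.65 (SE 0.42). A single array decides the call of Cd14 in CS at 1 day (15 arrays, at most adjusted p = 0.143 without CS 1 day replicate 3), Cd8a in CS at 1 day (6 arrays, at most adjusted p = 0.0866 without healthy control replicate 4) and Cd8a in CLP at 1 day (adjusted p = 0.0579 without CLP 1 day replicate 4 and 0.0505 without healthy control replicate 4). The same held for Cr2 in CLP at 1 day (adjusted p = 0.0692 without healthy control replicate 2 and 0.0648 without CLP 1 day replicate 3), Spib in CS at 1 day (6 arrays, at most adjusted p = 0.0782 without healthy control replicate 1) and Spib in CLP at 1 day (5 arrays, at most adjusted p = 0.0915 without healthy control replicate 2). This was also so for Ctla4 in CS at 1 day (adjusted p = 0.0596 without CS 1 day replicate 3 and 0.0558 without CS 1 day replicate 4).

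At 1 day 3 of 23 genes of T-cell receptor signaling fell and 2 rose in CS (camera adjusted p = 0.909), and 5 fell and 1 rose in CLP (adjusted p = 0.57). For B-cell receptor signaling 4 of 21 fell and 1 rose in CS (adjusted p = 0.0821), and 5 fell and 2 rose in CLP (adjusted p = 0.446). Among CS mice more T-cell receptor genes passed at 3 days, when 10 fell and 1 rose (camera adjusted p = 0.00275; adjusted p = 0.89 with an estimated correlation). As markers of cell types, 5 and 8 of 13 B cell genes and 2 and 4 of 17 T cell genes fell at 1 day in CS and CLP. At 3 days after CS 9 of the 17 T cell genes fell (median −1.57; camera adjusted p = 7.15e-05, and 0.89 with an estimated correlation).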

Overall, both models showed up regulation of innate immune inflammatory pathways and down regulation of adaptive immune pathways, and this was most pronounced one day after sepsis (Figure 5).

**Figure 5:**
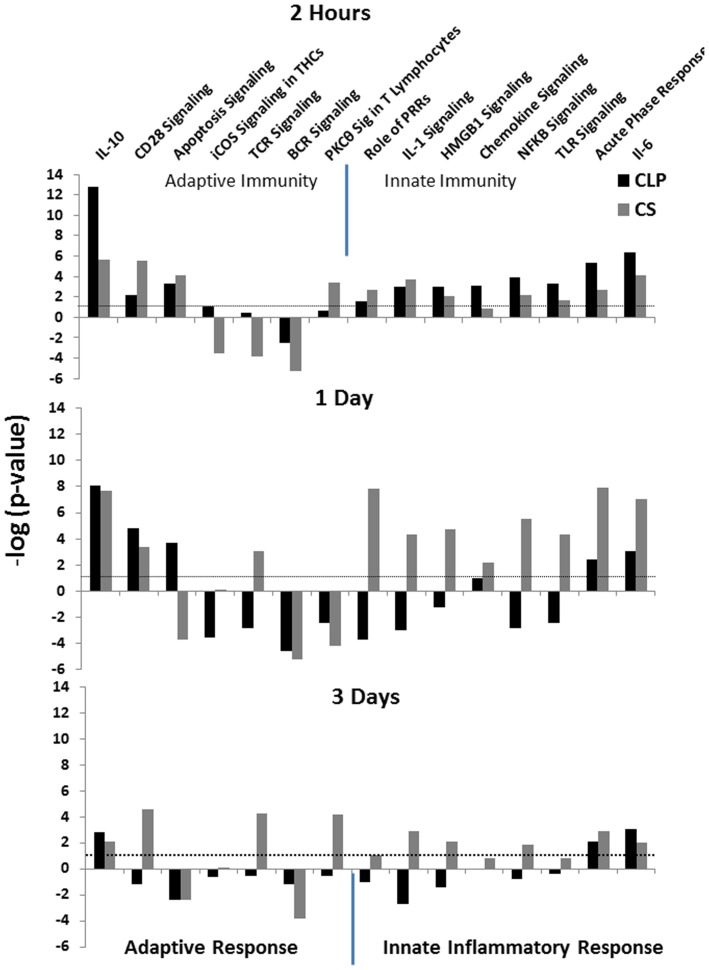
The differential gene expression between CLP and CS leads to the dissimilar activation of various immune related pathways after sepsis. Selected inflammation and immune related signaling pathways from IPA are presented. The –log (p-value) presented on the y-axis represents a measure of how likely the pathway is to contain genes associated with our dataset. (The –log for a p-value of 0.05 is 1.3). Negative values represent those pathways whose actions were inhibited using the Molecule Activity Predictor tool in IPA canonical pathway analysis, and positive values represent those pathways that are activated.

### In General, as Compared to CLP, the CS Model Results in a Greater Magnitude of Early Inflammatory Gene Expression Changes, with an Associated Increased Production of Inflammatory Chemokines and Cytokines

When comparing the fold changes of important immune related genes that are significantly altered after sepsis in both murine models of sepsis, we found that the CS model tends to induce a greater magnitude fold change from baseline than the CLP model (Table S3) for genes involved in inflammation. For example, *Il-6* is up-regulated 31.1, 174.8 and 7.1 fold from control mice at two hours, one day, and three days, respectively, after the onset of CS sepsis. However, in the CLP model, it is up regulated only 14.8, 3.3 and 2 fold from control animals, respectively, at those same time points. These findings are also similar to those found with *Il-10*, *Tnf*, and *Mip-1α*. In addition, when we determined the plasma cytokine levels of these four proteins, we found that at one day after sepsis, the mice undergoing the CS model had significantly increased production of IL-6, IL-10, MIP1α, and TNFα in the plasma compared to mice who underwent the CLP model of sepsis (all p<0.01) (Figure 6A), correlating to their genomic expression.

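At 1 day Cxcl1, a neutrophil chemoattractant, had log2 changes of 3.66 in CS and 1.06 in CLP (difference adjusted p = 0.00643; SE 0.62, n = 4 per group), Ccl12 was higher in CS by 2.84 (adjusted p = 0.0083) and Il1a by 1.99 (adjusted p = 0.0418). The difference did not pass for Cxcl3 (1.97, adjusted p = 0.0677) or Il1rn (−0.25, adjusted p = 0.869). When arrays were left out singly, calls ended for Il1a between the models at 1 day (5 arrays, at most adjusted p = 0.153 without CS 1 day replicate 3).

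Of the 27 genes of Table S3 that could be matched and are on the array, the change was larger in size in CS for 15 at 2 h, 17 at 1 day and 18 at 3 days. Where the difference passed the test, the change was larger in size in CS for 6, 8 and 6 genes and smaller for 2, 1 and 1. By sign, CS was higher than CLP for 5, 7 and 3 of these genes and lower for 3, 2 and 4. The test is of the signed difference, so which change is larger in size was not tested. The authors chose these genes on the same mice, so this is not independent evidence of direction.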

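Interleukin 6, a cytokine that drives the acute phase response, rose after CS. The fold change of Il6 from healthy control mice was 16.2 at 2 h (adjusted p = 0.000109), 79.1 at 1 day (adjusted p = 4.72e-07) and 3.23 at 3 days (adjusted p = 0.0555), with 4 arrays per group. It was read from 1 probe set.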

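After CLP the fold change of Il6 was 15.9 at 2 h (adjusted p = 0.00113), 4.08 at 1 day (adjusted p = 0.0262) and 2.42 at 3 days (adjusted p = 0.178). The direct difference between CS and CLP in this cytokine was 0.02 log2 units at 2 h (adjusted p = 0.987), 4.28 at 1 day (adjusted p = 4.5e-05) and 0.42 at 3 days (adjusted p = 0.603), with an SE of 0.61 and 4 arrays per group. Without 1 of the arrays there was no call of Il6 in CLP at 1 day (5 arrays, at most adjusted p = 0.076 without CLP 1 day replicate 3).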

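Il10 was higher in CS than in CLP at every time, by 1.60, 2.71 and 1.36 log2 units at 2 h, 1 day and 3 days (adjusted p = 0.0258, 0.000491 and 0.0308; SE 0.49, n = 4 per group). Tnf, the cytokine tumor necrosis factor, rose in CS by 1.49 at 2 h and 1.33 at 1 day and had CLP values of 0.69 and 0.55 (SE 0.38), and its differences had adjusted p of 0.183 and 0.222. For Ccl3 the differences were −0.13, 0.36 and −1.69 (adjusted p = 0.945, 0.82 and 0.0805; SE 0.76). Leaving out 1 array ended the call of Il10 between the models at 2 h (4 arrays, at most adjusted p = 0.131 without CS 2 h replicate 2), Il10 between the models at 3 days (4 arrays, at most adjusted p = 0.0892 without CS 3 days replicate 2) and Tnf in CS at 2 h (adjusted p = 0.0823 without CS 2 h replicate 2). It was likewise for Tnf in CS at 1 day (5 arrays, at most adjusted p = 0.0811 without CS 1 day replicate 1).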

**Figure 6:**
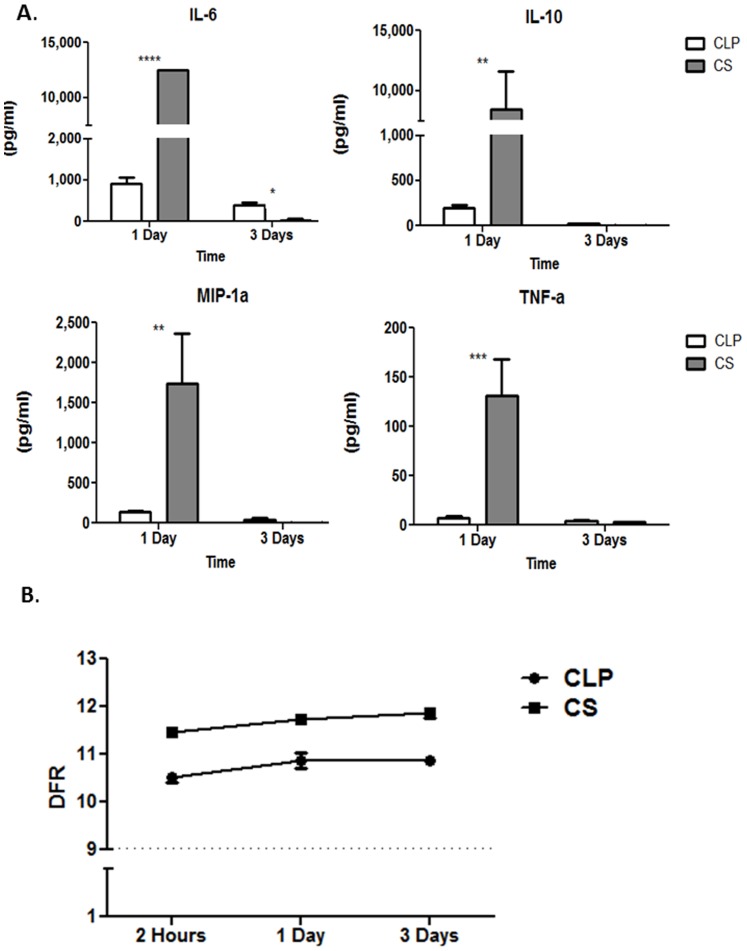
The CS model of intra-abdominal sepsis has a greater magnitude of inflammatory cytokine production than the CLP model 24 hours after sepsis and induces greater gene expression changes than the CLP model. **A**. The CS model had significantly increased production of IL-6, IL-10, MIP1α, and TNFα in the plasma compared to mice who underwent the CLP model of sepsis (p<0.0001, p<0.01, p<0.01, p<0.001 respectively). **B**. A DFR score was calculated to examine the normalized differences in expression for each of the genes from naïve controls and graphed for each model over time. The mean DFR with standard error of the means are graphed on the y-axis and time on the x-axis. All points are significant on 2-way ANOVA (*p<0.0001). The dashed line represents the mean value of naïve controls.

Finally, we examined the global gene expression changes of the murine response to polymicrobial sepsis in the models over time by examining the ‘distance from reference’ score (DFR) [17]. We have found that heat maps, principle component analysis and individual gene lists make it difficult to globally assess the overall aberrations in gene expression produced by an inflammatory event. We created the DFR to address this problem [18]. The DFR calculates the sum of the normalized differences in expression for each of the significant genes from the mean expression obtained from naïve controls using the equation, 
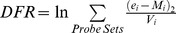
 where e_i_ is the gene expression level and M_i_ and V_i_ are the control group mean and variance for the i^th^ probe set [17]. This, in essence, calculates the distance from each subject’s gene expression profile and the profile obtained from healthy control animals. The expression data from significant genes (p<0.001) in each model over time can be reduced to a *single natural log* metric used to evaluate the difference in expression from naïve control mice. We found that the CS model of sepsis produced greater deviation in gene expression from naïve animals at each time point compared to CLP (Figure 6B). At two hours following sepsis, the CS model induced three times the amount of change compared to the CLP model with 2242 genes that are significantly altered from baseline compared to only 673 genes that are altered in response to sepsis after the CLP model was performed.

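Distance from healthy control mice, the DFR, sums the squared change of each probe set over its variance in the controls and is given as a natural log. CS mice had means of 11.58 ± 0.21 (SD) at 2 h, 11.33 ± 0.37 at 1 day and 11.60 ± 0.32 at 3 days, and CLP mice 10.47 ± 0.29, 11.06 ± 0.22 and 10.89 ± 0.84, with n = 4 each. Healthy control mice had a mean of 8.43 ± 0.24. The formula largely sets this mean, since the same arrays supply the control mean and variance, so it is not an independent baseline.

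CS exceeded CLP by 1.11 at 2 h (exact permutation p = 0.0286), 0.278 at 1 day (p = 0.229) and 0.706 at 3 days (p = 0.0857). With healthy control arrays 2 and 3 alone as the reference, chosen after seeing the data, the differences were −0.0022, −0.357 and −2.02. The control variance then rests on 2 arrays, so these values do not decide the order of the models. Under quantile normalization the differences at 1 day and 3 days were 0.647 and 1.07 (exact permutation p = 0.0286 each), and without CLP 3 days replicate 4 that at 3 days was 0.174.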

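Genes past p of 0.001 and 2-fold at 2 h included Nlrp3, Birc3, Gzmb and Uqcrh in CS and Vcan and Ier3 in CLP. In CS, Nlrp3 rose by 3.12 log2 units (SE 0.34, n = 4 per group), Birc3 (an inhibitor of cell death induced by NF-kB) by 3.02 (SE 0.41) and Gzmb (granzyme B, a protease of cytotoxic cells) by 2.83 (SE 0.47), and Uqcrh, a subunit of respiratory complex III, fell by 2.38 (SE 0.46). In CLP, Vcan (versican, a matrix protein of monocytes) rose by 3.02 (SE 0.56) and Ier3 (an early response gene) by 3.52 (SE 0.59).

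The count was 1445 genes in CS, with probe sets of 910 rising and 541 falling, and 516 in CLP, with 281 rising and 235 falling, a ratio of 2.80. With the p of each model over all times in place of that at 2 h it was 668 in CS and 689 in CLP. Without healthy control replicate 2 the CLP count was 227, and with array weights it was 1138.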

Interestingly, when examining the total WBC count and the differentials in both models, we found that the CLP model had a greater acute neutrophilia immediately after sepsis and persisting to one day, compared to the CS model, despite having a significantly lower magnitude inflammatory response from both a genomic and cytokine storm perspective (Figure 7).

**Figure 7:**
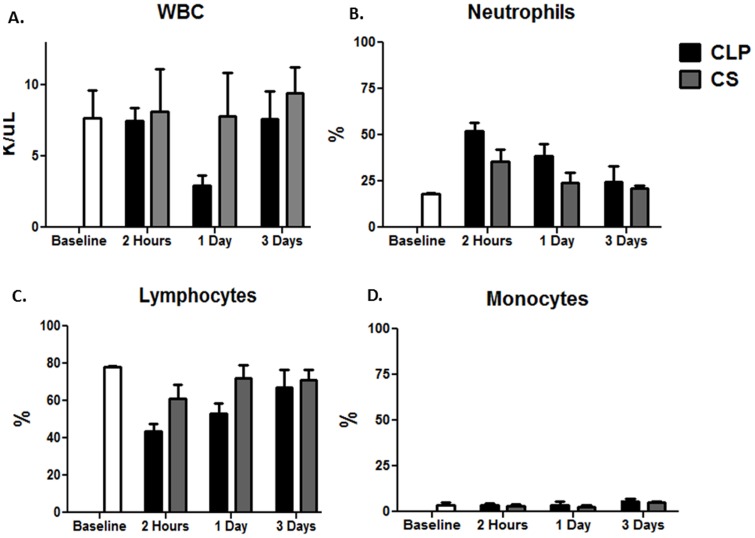
WBC count and leukocyte subset differentials after sepsis. Both the model and the time were significant in **A**. total WBC count (p<0.01-time, p<0.01-model, 2-Way ANOVA), **B**. neutrophil percentage (p<0.0001-time, p<0.0001-model, 2-Way ANOVA), and **C**. lymphocyte percentage (p<0.0001-time, p<0.001-model, 2-Way ANOVA), but only time had a significant effect on the **D**. monocyte percentage (p<0.001-time, 2-Way ANOVA).

## Discussion

Animal models, and more specifically, murine models, remain the mainstay for invasive and interventional studies in sepsis and trauma [19], as their uniform genetic background, ease of handling, availability of investigative reagents and widespread use has made them the animal of choice. Much of what we know about the biology of the immunological response to sepsis was first established with murine models. After the failures of hundreds of clinical trials utilizing various drug therapies to treat sepsis that had been successful in both rodents and primates, the steadfast reliance on murine models for sepsis research is being reevaluated [20], [21]. Additionally, the validity of murine models of sepsis and trauma has recently been called into question after studies have highlighted the immunologic and transcriptomic differences that occur between the murine and human response to trauma and sepsis [9], [22]. We have argued that when used appropriately and validated against specific components of the human sepsis response, research performed using murine models remain valuable tools to clinical and translational studies [10]. With that said, the current report emphasizes the potential limitations of murine models and the need to validate their utility in individual circumstances. Therefore, we set forth to help delineate the genomic differences occurring between two models of murine sepsis: the most commonly used model and ‘gold-standard’, CLP, and a less commonly used model CS [11].

The CLP model of murine intra-abdominal sepsis, developed in the 1980s, is considered the gold-standard model of murine sepsis and consists of a combination of an ischemic tissue injury coupled with autologous polymicrobial infection [15]. CLP is considered a host-barrier disruption model and is thought to mimic a perforated viscous, endogenous fecal contamination and variable progression of disease, which occurs in humans [21]. Although the model is unique in that the researcher can control the magnitude of disease by varying the needle size (and thus the size of the insult), it has been demonstrated that surgical variability and technique can play a significant role in outcome as well [23]. CLP induces an immune response that is characterized by an early pro-inflammatory phase, as is evident by up regulation of various interleukins, TLRs and acute phase response pathways (Figure 5 and Table S1) leading to the migration of innate immune effector cells to sites of inflammation. There is a simultaneous anti-inflammatory response, including the production of anti-inflammatory cytokines IL-10 (Figure 5), as well as overexpression of genes involving the IL-10 signaling pathway (Figure 5) [15]. This is in concordance with the representation of a new SIRS-CARS model in which there is simultaneous activation of both inflammatory and anti-inflammatory pathways [7], [24], [25]. Criticisms of the CLP model involve the difficulty of controlling the magnitude of the septic challenge, in that even though the size of the needle can be varied, it is impossible to control the rate and amount of material released from the perforated viscous [26].

Through our studies of polymicrobial sepsis in neonatal mice, we have also utilized the cecal slurry (CS) model of intra-abdominal sepsis [14]. We have found this to be a reproducible model of intra-abdominal sepsis that could be utilized in mice as young as 5–7 days old with less risk of abandonment or cannibalism by the mother mouse that can occur after survival surgery. This model, originally utilized in pigs, consists of a fixed weight-based intraperitoneal injection of fecal contents suspended in dextrose, and was modified by our lab to be used as a murine model of sepsis [14], [27], [28]. This model uses the exogenous administration of fecal contents from a donor mouse, leading to a polymicrobial insult and has been thought to overcome the difficulties found in CLP in controlling the release of fecal material into the peritoneal cavity from the perforated viscous [26]. Similar to the CLP model, it induces an early pro-inflammatory phase; however, the degree of inflammation is greater than observed in CLP (Figure 6 and Figure 7), consistent with the initial recognition of more fecal contents.

Perfunctory examination of both the CS and CLP models would lead one to conclude that both are valid models of intra-abdominal sepsis, as both introduce peritoneal contamination with polymicrobial inoculum. Additionally, researchers typically consider both of these models to be similar in the fact that they produce a biphasic response to sepsis including an early, hyper-inflammatory phase, followed by prolonged illness with abscess formation [8], [27], [29]. More specifically, the main difference lies in the fact that the CLP model has peritonitis in the presence of devitalized tissue, which can be helpful if the researcher is studying similar human diseases such as diverticulitis or volvulus. Similar to the colon-ascenders stent peritonitis model (CASP), another model of peritonitis, the CS model has higher levels of inflammatory cytokines 24 hours after sepsis (Figure 6A). From a genomic pathway standpoint, both models tend to globally illicit early activation of innate inflammatory pathways and more pronounced suppression of adaptive immune suppression, including T and B cell response pathways, as is characteristic after human injury or sepsis [30]–[33]. Additionally, very early after sepsis, the CS model more readily exhibits the simultaneous expression of classical inflammatory and anti-inflammatory as well as some suppression of adaptive immune pathways, as was shown to occur after human injury in the Glue Grant [30].

In a recent human study by our group, we noted a dramatic similarity in the leukocyte transcriptome between patients with burn injury or trauma. The Pearson correlation coefficient for leukocyte genes whose expression changed was 0.91 (p<0.0001) [9]. In this study we demonstrated that the leukocyte genomic response to CLP and CS models of intra-abdominal sepsis in mice are much less similar, with genome wide Pearson correlations of only 0.54 (p<0.0001). Although it must be taken into consideration that the methodology of determining the genes relevant for these Pearson correlations was somewhat different, the results are still quite striking. Overall, it may suggest that the murine response to sepsis may be more variable than the human response to multiple different inflammatory events.

The differences in gene expression between CS and CLP suggest variable activation of specific immune pathways, many of which are unique to each model. The critical findings reported here are that the murine response to intra-abdominal sepsis can be manifested through different mechanisms at the level of the transcriptome depending on which sepsis model is utilized. These analyses reveal that the murine blood leukocyte response to sepsis is variable depending on which model of sepsis is employed. Overall both models tend to show an increase in transcription of genes involved in upregulating the innate immune response and a down regulation of genes regulation of the adaptive immune response, as has previously been shown to occur in human injury [30], although each to a different extent. The CS slurry model of sepsis, based on both plasma cytokine concentrations and the leukocyte transcriptome, appears to emphasize the early inflammatory component of sepsis, and the magnitude of the response is markedly higher one day after sepsis. In contrast, the CLP model of sepsis, which arises from a nidus of infection, appears to favor, at least at the level of the leukocyte transcriptome, the increased expression of immune suppressive pathways, such as IL-10 signaling; and early, short-lived activation of innate inflammatory pathways. For example, one day after sepsis, the CLP model has inhibition of the NFKB signaling pathway, whereas the CS model has continued activation of this pathway at one and three days (Figure 5 and Supplemental Figure 1). Additionally, the CLP model has more prominent expression of genes leading to the suppression of adaptive immune pathways such as those involved in apoptosis and Cd28 signaling, B-cell receptor and T-cell receptor signaling, as well as T helper cell and T lymphocyte pathways, especially one and three days after sepsis (Figure 5).

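Genes of NF-kB signaling rose 1 day after sepsis in both models, with some members higher in CS. Traf1 was higher in CS by 2.77 log2 units (adjusted p = 5.67e-05; SE 0.41, n = 4 per group) and Tnfaip3, which rose in both, by 1.21 (adjusted p = 0.0489). Nfkbie, an inhibitor of NF-kB, rose in CS by 1.82 and had a CLP value of 0.69 (SE 0.38). Icam1, an adhesion molecule and NF-kB target, rose by 2.33 in CS and 1.81 in CLP (SE 0.52). By 3 days Relb, an NF-kB subunit, fell in CS by 1.56 (SE 0.45) and Nfkbib, an inhibitor, by 1.81 (SE 0.40). Of the 23 genes in this list 2 rose and 3 fell in CS at that time (camera adjusted p = 0.923). With 1 array fewer, no call was made for Tnfaip3 between the models at 1 day (18 arrays, at most adjusted p = 0.156 without CS 1 day replicate 4), Icam1 in CLP at 1 day (adjusted p = 0.104 without healthy control replicate 3 and 0.0553 without CLP 1 day replicate 4) and Relb in CS at 3 days (adjusted p = 0.0681 without healthy control replicate 1).

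Compared directly, 3 of 23 genes were higher and 0 lower in CS than in CLP at 1 day (camera adjusted p = 0.199), and 2 higher and 5 lower at 3 days (adjusted p = 0.126). At 2 h 3 were higher and 1 lower (adjusted p = 0.177).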

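Genes of apoptosis rose in CLP, most at 1 day. Apaf1, the scaffold of the apoptosome, rose by 2.50, 2.80 and 2.23 log2 units at 2 h, 1 day and 3 days (SE 0.57, n = 4 per group), Casp6, an executioner caspase, by 1.82 and 1.81 at 1 day and 3 days (SE 0.43), and Birc2, an inhibitor of cell death, by 1.81 at 1 day (SE 0.44). Of T and B cell genes at 1 day, Zap70 (a kinase of the T-cell receptor) fell by 1.08 (SE 0.29), Cd79a (a chain of the B-cell receptor) by 1.34 (SE 0.41) and Blk (a B cell kinase) by 2.03 (SE 0.44). Cd28, the costimulatory receptor of T cells, had CLP values of 0.39 and 0.54 and fell in CS at 3 days by 1.63 (SE 0.55). Dropping single arrays removed the call of Apaf1 in CLP at 2 h (4 arrays, at most adjusted p = 0.13 without healthy control replicate 2), Apaf1 in CLP at 3 days (6 arrays, at most adjusted p = 0.135 without CLP 3 days replicate 1) and Casp6 in CLP at 3 days (5 arrays, at most adjusted p = 0.11 without CLP 3 days replicate 1). The same held for Cd79a in CLP at 1 day (5 arrays, at most adjusted p = 0.0868 without CLP 1 day replicate 3) and Cd28 in CS at 3 days (5 arrays, at most adjusted p = 0.126 without healthy control replicate 1).

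Of 26 apoptosis genes 4, 12 and 4 rose in CLP and 6, 8 and 3 in CS, with 0 falling (CLP camera adjusted p = 7.4e-06, 2.62e-05 and 0.000591; adjusted p = 0.104, 0.211 and 0.455 with an estimated correlation). Direct differences of this list between models had adjusted p of 0.767 at 1 day and 0.239 at 3 days. Among CD28 and ICOS costimulation 3 and 1 of 23 fell in CLP at 1 day and 3 days (adjusted p = 0.302 and 0.322) and 6 in CS at 3 days. At 3 days 2 genes of T-cell receptor signaling fell in CLP (adjusted p = 0.556) and 0 of B-cell receptor signaling, and compared directly 11 and 7 were lower in CS than in CLP (camera adjusted p = 0.00519 and 0.0137; adjusted p = 0.805 for each with an estimated correlation). Neither list passed this comparison under quantile normalization or with the Actb covariate, the latter chosen after seeing the data. T and B cell markers were lower in CS as well, 9 of 17 and 4 of 13, with 1 and 0 higher. Their medians were −0.94 and −0.86 (camera adjusted p = 0.0171 and 0.0271), and neither passed with an estimated correlation.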

Many believe that the differences in the transcriptomic response to sepsis can be influenced by the absolute number of circulating WBCs or the differential make-up of the circulating leukocytes. When examining the total WBC count and the leukocyte subset differentials, we found that indeed both the model and the time had a significant effect (p<0.01, 2-Way ANOVA, Figure 7) on total WBC count (Figure 7A), neutrophil (Figure 7B), and lymphocyte percentage (Figure 7C), but only time had a significant effect on the monocyte percentage (Figure 7D). Although there were differences in the both the absolute number of WBCs as well as the percentages of circulating neutrophils and lymphocytes, but not monocytes, in the mice undergoing either CS or CLP after sepsis (Figure 7), we do not believe that these differences can fully account for the diverse transcriptomic responses as the magnitude of the transcriptomic changes are much greater than the differences in leukocyte patterns. Likewise, the CLP model has a greater increase in circulating neutrophils after sepsis; however, the CLP model has a decreased magnitude of the inflammatory cytokine and genomic response compared to CS (Figure 6, Figure 7). Additionally, in our previously published studies comparing the genomic response to sepsis or trauma between different groups, we have shown several times that the transcriptomic differences or similarities between the groups cannot be easily explained by differences or similarities in the prevalent type of circulating leukocyte after injury or the absolute WBC [34], [35]. For example, there are no significant differences in the circulating WBC differential percentages in neutrophils, lymphocytes, or monocytes between neonates and young adult or elderly mice, despite significant differences in their circulating WBC transcriptome and activated pathways [35].

The concluding message from these studies is that different models of murine polymicrobial sepsis are not interchangeable, and each model has its unique characteristics. Although recognized that both models do not replicate severe human sepsis in its entirety and vary among themselves, we would conclude that investigators will need to validate individual responses to severe sepsis in their murine model, especially when invasive or interventional studies are to be subsequently performed. Depending on the question being asked, each of these models offers unique and different targets for intervention.

## Supporting Information

Table S1 Immune and inflammatory related genes that are unique to the CLP model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.
(DOC) Click here for additional data file.

Table S2 Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.
(DOCX) Click here for additional data file.

Table S3 Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.
(DOCX) Click here for additional data file.

# Supplementary material for: Host Responses to Sepsis Vary in Different Low-Lethality Murine Models
**Source:** PLoS One. 2014 May 1;9(5):e94404. doi: 10.1371/journal.pone.0094404
**Supplement:** Table S1 — Immune and inflammatory related genes that are unique to the CLP model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

**Table S1**. Immune and inflammatory related genes that are unique to the CLP model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

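Table S1 lists genes the authors chose on these mice, so their direction is not independent evidence. Of 22 that could be matched, 11 rose and 1 fell at some time in CLP without passing in CS, 1 rose and 1 fell in CS without passing in CLP, and 3 rose in both models. Il15, a cytokine that sustains NK and memory T cells, rose in CLP by 1.66 log2 units at 1 day and 1.94 at 3 days and was lower in CS at those times by 2.06 and 1.85 (SE 0.43, n = 4 per group). Il18rap, a receptor chain for interleukin 18, rose by 1.67, 1.29 and 1.40 (SE 0.38), and Trem1, an amplifier of myeloid inflammation, by 2.04 and 1.96 (SE 0.52). Il17re, a receptor chain for interleukin 17C, fell by 0.79 and 0.69 (SE 0.21). Direct comparison at 2 h, 1 day and 3 days found 8, 5 and 7 of the genes lower in CS than in CLP and 1, 1 and 5 higher. A single array decides the call of Il15 in CLP at 1 day (adjusted p = 0.0533 without healthy control replicate 3), Il15 in CLP at 3 days (5 arrays, at most adjusted p = 0.104 without CLP 3 days replicate 1) and Il18rap in CLP at 2 h (4 arrays, at most adjusted p = 0.113 without healthy control replicate 2). This was also so for Il18rap in CLP at 1 day (4 arrays, at most adjusted p = 0.104 without healthy control replicate 3), Il18rap in CLP at 3 days (5 arrays, at most adjusted p = 0.149 without healthy control replicate 3) and Trem1 in CLP at 2 h (13 arrays, at most adjusted p = 0.234 without healthy control replicate 2). It was likewise for Trem1 in CLP at 1 day (adjusted p = 0.0623 without healthy control replicate 2), Il17re in CLP at 1 day (adjusted p = 0.0534 without healthy control replicate 3) and Il17re in CLP at 3 days (19 arrays, at most adjusted p = 0.188 without healthy control replicate 3).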

| **Symbol** | **2 Hours** | **1 Day** | **3 Days** |
| --- | --- | --- | --- |
| **Bax** | **1.4** | **3.6** | **1.6** |
| **Casp12** | **-1.4** | **-1.9** | **-2.3** |
| **Casp14** | **-1.2** | **-1.7** | **-1.8** |
| **Ccr1** | **16.8** | **13.7** | **10.1** |
| **Ccr2** | **4.2** | **17.6** | **4.2** |
| **Ccr9** | **-2.1** | **-1.9** | **-3.4** |
| **Cebpb** | **12.4** | **11.2** | **5.9** |
| **Cxcl10** | **3.4** | **1.1** | **-1.3** |
| **Cxcl15** | **-1.1** | **1.6** | **1.6** |
| **H2-DMa** | **-3.6** | **-2.8** | **-3** |
| **H47** | **1.8** | **3.4** | **1.8** |
| **Hmgb2** | **12.3** | **16.1** | **16.2** |
| **Hp** | **7.5** | **10** | **4.6** |
| **Il10rb** | **4.2** | **5.8** | **3.7** |
| **Il15** | **2.6** | **3.4** | **4.1** |
| **Il17re** | **-1.1** | **-1.4** | **-1.4** |
| **Il18rap** | **3.5** | **3** | **2.6** |
| **Il1b** | **10.8** | **3.3** | **2.9** |
| **Il1r2** | **25.2** | **13.6** | **3.7** |
| **Il1rap** | **5.4** | **5.4** | **7.3** |
| **Tlr2** | **11.7** | **3.7** | **3.4** |
| **Tlr3** | **1.2** | **1.8** | **1.6** |
| **Trem1** | **12.5** | **6** | **4.6** |

# Supplementary material for: Host Responses to Sepsis Vary in Different Low-Lethality Murine Models
**Source:** PLoS One. 2014 May 1;9(5):e94404. doi: 10.1371/journal.pone.0094404
**Supplement:** Table S2 — Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

**Table S2**. Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

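Of 26 genes of Table S2 that could be matched, 6 rose and 5 fell at some time in CS without passing in CLP, 2 rose in CLP without passing in CS, and 3 rose and 2 fell in both models. The authors chose the list on the same mice, so its direction is not independent evidence. Il17a, a cytokine that recruits neutrophils, rose in CS at 1 day by 2.15 log2 units and was higher there than in CLP by 2.10 (adjusted p = 0.00566; SE 0.49, n = 4 per group). Il16, a chemoattractant for cells with CD4, fell by 1.86 and 1.56 at 2 h and 1 day (SE 0.43), Il12a (a subunit of interleukin 12) by 1.34 at 3 days (SE 0.29), and Cxcr6 (a receptor of T and NK cells) by 1.22 at 1 day (SE 0.38). Il15ra, a chain of the receptor for interleukin 15, rose at 1 day in both, by 1.60 in CS and 0.99 in CLP (SE 0.24). Compared directly, 2, 1 and 5 of the genes were higher and 3, 4 and 6 lower in CS than in CLP at 2 h, 1 day and 3 days. When arrays were left out singly, calls ended for Il16 in CS at 1 day (3 arrays, at most adjusted p = 0.0681 without CS 1 day replicate 2) and Cxcr6 in CS at 1 day (6 arrays, at most adjusted p = 0.156 without healthy control replicate 4).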

| **Symbol** | **2 Hours** | **1 Days** | **3 Days** |
| --- | --- | --- | --- |
| **Arg1** | **-1.3** | **21.9** | **24** |
| **Bcl2** | **4.7** | **2.4** | **1.5** |
| **Cd33** | **3.3** | **3.7** | **4.5** |
| **Cd36** | **-8** | **-4.6** | **-4.6** |
| **Cd40** | **-5.5** | **-3.8** | **-4.5** |
| **Cebpd** | **-1** | **-1** | **3.4** |
| **Cxcl9** | **2.6** | **2.2** | **1.9** |
| **Cxcr3** | **-2.6** | **-3.3** | **-1.7** |
| **Cxcr6** | **-3.5** | **-3.4** | **-3.9** |
| **Cxcr7** | **2.2** | **16.8** | **11.2** |
| **H2-Ab1** | **-12.6** | **-7.9** | **-14.6** |
| **H2-Ab1** | **-25.6** | **-16.7** | **-19.7** |
| **H2-Oa** | **-2.4** | **-4.2** | **-4.5** |
| **H2-Ob** | **-5.2** | **-7** | **-5.9** |
| **H47** | **1.8** | **4.3** | **3** |
| **Hdac11** | **-1.1** | **-1.3** | **2.1** |
| **Hdac7** | **-1.2** | **-2.1** | **-1.6** |
| **Ifngr2** | **1.5** | **1** | **1.8** |
| **Il12a** | **-1.7** | **-1.5** | **-4.2** |
| **Il13ra1** | **-1.1** | **2** | **18.4** |
| **Il15ra** | **1.6** | **4.8** | **2** |
| **Il16** | **-4.7** | **-3.8** | **-6.5** |
| **Il17a** | **1.9** | **6** | **2.3** |
| **Il1rl1** | **4** | **2.7** | **1.6** |
| **Il1rl2** | **1.7** | **4.1** | **1.4** |
| **Il6st** | **2** | **1.9** | **-1.3** |
| **Ltf** | **16.8** | **30.7** | **15.2** |
| **Tlr7** | **2** | **4.2** | **1.8** |

# Supplementary material for: Host Responses to Sepsis Vary in Different Low-Lethality Murine Models
**Source:** PLoS One. 2014 May 1;9(5):e94404. doi: 10.1371/journal.pone.0094404
**Supplement:** Table S3 — Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

**Table S3**. Immune and inflammatory related genes that are unique to the CS model of intra-abdominal sepsis. Red signifies fold up regulation and blue signifies fold down regulation from control gene expression.

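Table S3 lists genes the authors found in both models, again chosen on these mice. Of 27 that could be matched, 15 rose and 2 fell in both models at some time, 6 rose and 1 fell in CS without passing in CLP, and 2 rose in CLP without passing in CS. Acod1 rose at 2 h by 6.71 log2 units in CS and 5.21 in CLP (SE 0.65, n = 4 per group). Ccr6, a receptor of B cells and T helper cells, fell at 1 day by 1.31 and 1.43 (SE 0.40), and Ccrl2, a receptor for chemerin, rose at 2 h by 1.57 and 2.27 (SE 0.46). Il18r1, the receptor for interleukin 18, rose in CS at 2 h by 0.72 and was higher there than in CLP by 0.84 (adjusted p = 0.0111; SE 0.22). At 2 h, 1 day and 3 days, 17, 18 and 5 of the genes rose in CS and 11, 17 and 4 in CLP. Without 1 of the arrays there was no call of Ccr6 in CS at 1 day (6 arrays, at most adjusted p = 0.105 without healthy control replicate 1), Ccr6 in CLP at 1 day (adjusted p = 0.0599 without healthy control replicate 2 and 0.0562 without CLP 1 day replicate 4) and Ccrl2 in CS at 2 h (5 arrays, at most adjusted p = 0.135 without CS 2 h replicate 3). The same held for Ccrl2 in CLP at 2 h (adjusted p = 0.0529 without healthy control replicate 2 and 0.0514 without CLP 2 h replicate 4) and Il18r1 in CS at 2 h (9 arrays, at most adjusted p = 0.164 without healthy control replicate 3).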

| **Symbol** | **CS 2hr** | **CS 1D** | **CS 3D** | **CLP 2hr** | **CLP 1D** | **CLP 3D** |
| --- | --- | --- | --- | --- | --- | --- |
| **Bcl2l11** | **10.3** | **4.4** | **2.2** | **1.5** | **-1.8** | **-3.2** |
| **Ccl12** | **2.3** | **156.6** | **3.4** | **2.1** | **17.2** | **1.2** |
| **Ccl4** | **14** | **15.1** | **1.8** | **5.6** | **2.4** | **-1.9** |
| **Ccl6** | **-1.8** | **1.9** | **3.4** | **1.8** | **4.6** | **2.6** |
| **Ccl7** | **1.2** | **10.1** | **1.4** | **2.3** | **6.9** | **1.4** |
| **Ccr5** | **3.1** | **6.9** | **3.5** | **4.6** | **18.3** | **2.7** |
| **Ccr6** | **-2.2** | **-4.4** | **-3.7** | **-1.7** | **-4.2** | **-1.7** |
| **Ccrl2** | **4** | **2.3** | **-2.5** | **4.8** | **1.4** | **-3** |
| **Cd14** | **47.9** | **27.4** | **7.2** | **19.7** | **3** | **1.3** |
| **Cxcl2** | **313.6** | **360.8** | **21.6** | **78.8** | **19.3** | **1.7** |
| **Cxcl3** | **263.1** | **776.3** | **4.7** | **252.8** | **57.2** | **1.3** |
| **Cxcl5** | **-1.1** | **5.8** | **1.6** | **1.7** | **3.5** | **1.5** |
| **H2-DMb2** | **-6.4** | **-6.1** | **-20.1** | **-3.7** | **-8** | **-1.7** |
| **Il10** | **7.8** | **28.6** | **2.7** | **1.6** | **3.1** | **-1.3** |
| **Il16** | **-2.2** | **-2.9** | **-1.9** | **-1.6** | **-2.4** | **-1.3** |
| **Il18r1** | **2.3** | **1.1** | **1** | **-1.1** | **-2.5** | **-1.7** |
| **Il1a** | **7.2** | **9.5** | **2.1** | **3.3** | **1.1** | **-1.5** |
| **Il1rn** | **16.5** | **24.4** | **2.4** | **33.9** | **12.1** | **2.6** |
| **Il23a** | **1.3** | **-2.2** | **-1.5** | **1.3** | **-1.7** | **-1.7** |
| **Il6** | **31.1** | **173.8** | **7.1** | **14.8** | **3.3** | **2** |
| **Ilf3** | **-1.3** | **-1.4** | **-2.5** | **-1.4** | **-1.6** | **-1.4** |
| **Irak3** | **7.3** | **8.2** | **1.7** | **3.7** | **2** | **-2.5** |
| **Irg1** | **266.6** | **100.2** | **19.4** | **40.6** | **4.5** | **1.7** |
| **MIP-1α** | **20.2** | **31.3** | **-1.6** | **12.7** | **3.1** | **-3.8** |
| **Socs3** | **37.2** | **23.9** | **8.5** | **10.3** | **3.6** | **2.1** |
| **Tlr4** | **1.3** | **2.3** | **2.7** | **3.1** | **7.2** | **3.6** |
| **Tnf** | **3.1** | **2.7** | **-1.2** | **1.5** | **-1.2** | **-2.2** |
| **Traf1** | **8.3** | **3.8** | **-1.1** | **-1.1** | **-4.3** | **-3.7** |
| **Trem1** | **4.2** | **3** | **4.6** | **4.4** | **1.5** | **1** |

How the deposited data were processed for this re-analysis (not part of the article)

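Gene expression in blood leukocytes was measured on Affymetrix Mouse Genome 430 2.0 arrays from 28 mice, 1 array per mouse, in 7 groups of 4: healthy control mice, and mice sampled 2 h, 1 day or 3 days after cecal slurry (CS) or after cecal ligation and puncture (CLP). The paper gives the mice as male and 6 to 10 weeks old, and the sample labels give up to 12 weeks. The authors made the deposited log2 values by RMA (background correction, quantile normalization and median polish) in Partek Genomic Suite 6.6, 1 column per array, without pooling. All 28 columns were used. Survival, plasma cytokines and blood counts were not analysed here.

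The values were used as deposited. Of the probe sets, 64 controls were left out of the tests and 45037 were tested. Symbols come from the array annotation for the 34945 probe sets that name exactly 1 gene, which makes 18193 genes. Of these probe sets 34741 were matched by gene ID to the mouse gene reference, which changed 0 symbols. Another 932 probe sets name several genes and 9160 none here, and these count as probe sets but not as genes. Where a gene has several probe sets, the one with the highest mean log2 value over all arrays stands for it. Array medians lay between 4.96 and 5.27.

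Changes were estimated with limma 3.58.1 in R 4.3.3, in a linear model of the 7 groups that gives 6 changes from healthy control and 3 differences between CS and CLP at the same time. P-values were adjusted by the method of Benjamini and Hochberg over all 45037 probe sets, and a probe set is called at an adjusted p under 0.05. Every gene-level error is a standard error (SE), and every n is a number of arrays. The SEs of changes at a given time come from this model. Those of changes averaged over time come from a separate comparison of each model's arrays with the controls, and include the spread between times. Counts over all times follow the paper: a moderated F test of the 3 classes, and each model's 12 arrays against the 4 controls, at an unadjusted p under 0.001, averaged over time. The coefficient of variation was taken on the linear scale with a threshold of 0.5. Clustering used average linkage on 1 minus Pearson r. Shares of variance were tested with 100000 permutations of the labels of the 24 septic arrays. Class prediction assigned each array to the nearest class mean with the probe sets selected again without that array, and was tested with 100 permutations.

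Correlation of the models was the Pearson r of log2 changes across the probe sets of the F test, with 100 bootstrap draws of arrays within groups, 100 simulations of unchanged groups that share their controls, and the controls split 2 and 2. The DFR is the paper's natural log of the sum of squared differences from the control mean over the control variance. It was compared between CS and CLP by an exact permutation test over 70 arrangements, whose smallest p is 0.029.

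Gene lists were written before the data were examined and after Tables S1 to S3 had been read. They are IL-10 signaling, NF-kB signaling, Toll-like receptor signaling, pattern recognition receptors other than TLRs, IL-1 family signaling, IL-6 signaling, chemokine ligands, chemokine receptors, acute phase response, apoptosis, T-cell receptor signaling, CD28 and ICOS costimulation, B-cell receptor signaling, MHC class II, interferon-stimulated genes, immediate early and stress genes, suppressive myeloid genes, glycolysis and hypoxia, cell cycle, ribosomal proteins and oxidative phosphorylation. Another 9 lists hold markers of neutrophils, immature neutrophil granules, monocytes, B cells, T cells, NK cells, platelets, red cells, and eosinophils, basophils and mast cells. Of the fixed lists, 1 more is not reported here. Each list was tested against the other genes with camera at a preset correlation of 0.01, and again with the correlation estimated from the data, on 1 probe set per gene. Whether a list changed at all, without regard to the other genes, was tested with fry. The commercial pathway database of the paper was not used here.

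Genes were named by a rule fixed with the lists: every gene that the paper's text or Tables S1 to S3 name, the 10 largest rises and 10 largest falls in each comparison among genes that were called and whose 4 arrays do not overlap those of the other group, and up to 4 called members of each list with the largest change. Chance alone gives no overlap of 4 arrays with 4 in 2.86% of genes. Results of some genes are not reported here.

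Alternatives were quantile normalization again, centring each array on its median, a filter for probe sets above the array's median on at least 4 arrays, a plain F test, an F test over groups by time, the 2 groups compared alone, array weights, 2-fold thresholds, other probe sets per gene, other probe set selections and correlation measures, other linkages, the replicate number as a block, and leaving out each array in turn. After seeing the data, the Actb 3′ to 5′ difference was added as a covariate, and the controls were divided by it. The replicate numbers are not said to pair the mice, so no pairing was used in the tests.

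The model was tested on simulated data for the comparison of CS at 2 h with healthy control, with 200 of 45037 probe sets changed. Of those changed 2-fold 25% were called, and of those changed 4-fold 91%. Of 120 calls 4 were of unchanged probe sets. Whether this share of false calls holds for the real arrays was not tested.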

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

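The measures of RNA quality, cell types and sex-linked genes were planned, while the tests of RNA quality, leukocyte composition, sex and a swap, the divided controls and the Actb covariate were chosen after the result was seen. Arrays of CS and CLP differed in 6409 probe sets at 2 h, 5025 at 1 day and 16824 at 3 days, and the DFR differed by 1.11 at 2 h, while the arrays differed in other measures too. The Actb 3′ to 5′ difference had CS means of 5.24, 4.32 and 4.68 at the 3 times and the spiked-in bioB signal had CS means of 9.73 at 1 day and 13.3 at 3 days.

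If shortened RNA were behind the differences between CS and CLP, probe sets that move with the Actb 3′ to 5′ difference within groups would differ between the models in the same direction. The r across probe sets was 0.350 at 2 h (0.303 to 0.414 leaving out each array) and 0.511 at 1 day (0.467 to 0.564), a range across the bound of 0.5, which do not decide, and 0.7501 at 3 days (0.730 to 0.752), which is what shortened RNA would give. With the Actb difference as a covariate 41.1%, 30.8% and 6.60% of the calls were kept at the 3 times. The median size of the changes was 0.857, 0.807 and 0.620 times that without it and the median SE 1.27, 1.21 and 1.23 times. Whether smaller changes or wider errors ended the calls was not tested. Neutrophil markers differed from B and T cell markers in CS against CLP by −2.89 (SD over markers 0.60), −1.99 (0.63) and −0.80 (0.74) log2 units, as a lower share of neutrophils would give at 2 h and 1 day, while the value at 3 days does not decide. In addition sex-linked transcripts of 12 arrays did not match the sex given, all of them in 1 model, so that neither the difference between the models nor that of this model from the healthy controls can be told apart from it, and the response to the 2 kinds of sepsis stays among the open explanations with RNA quality, leukocyte composition and sex, and was not tested.

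Array 4 of CLP at 3 days lay closer to the healthy controls (distance 0.662) than to the other CLP 3 days arrays (1.36). Its DFR was 9.64, against 11.28 to 11.37 for the other 3 and 8.13 to 8.67 for the controls. The controls themselves supply the mean and variance of this score, so their range is not a like-for-like comparison. Its mean r with its group was 0.927 against 0.967 to 0.969. A swap with a control would leave a control closer to the other CLP 3 days arrays than to the controls, and 0 of 4 did so, with the nearest, control replicate 1, at distances of 1.02 and 0.991. Without control replicate 4 that array lay closer to the CLP 3 days arrays (1.02 against 1.20), so this does not decide on a swap between these 2 groups, and a single wrong label or a swap with an array outside them stays open. Its deviation followed the slopes on the Actb difference at r = 0.408, a value that does not decide on RNA quality. A mouse with a weaker response to CLP was not tested.

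Of 56 groups of 4 searched for an outlying array, 7 held such an array, where about 1 in 20 groups or 2.8 are expected by chance. Besides the DFR and the mean r of CLP 3 days array 4, the Actb 3′ to 5′ difference was 2.57 on CLP 2 h array 2 (others 0.524 to 0.602) and 1.16 on CLP 3 days array 4 (0.284 to 0.353). The Gapdh difference was 4.02 on CLP 2 h array 2 (0.391 to 0.663), 2.00 on CLP 1 day array 2 (0.760 to 0.792) and 2.25 on CLP 3 days array 4 (0.0168 to 0.166).

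Every split of the 8 arrays of a comparison into 4 and 4 was tried, 35 in all. Chance is unlikely where only 1 split, the real one, gave as many called probe sets. No correction was made for the number of comparisons, and 1 in 35 is the smallest share that such splits allow. For CS this was so at 2 h (3848, highest other 213) and 3 days (8102, highest other 4373). For CLP it was so at 2 h (698, highest other 23) and 1 day (7747, highest other 305). For CS against CLP it was so at 2 h (6409, highest other 128), 1 day (5025, highest other 98) and 3 days (16824, highest other 11796). The same holds for genes over 2-fold at 2 h in CS (1445, highest other 389) and CLP (516, highest other 225). Chance cannot be excluded for CS at 1 day, where 2 splits called as many (4553, highest other 10040), nor for CLP at 3 days, where 2 did (2581, highest other 12336). Splits that call more than the real one leave open a structure of the samples other than their groups, which was not tested. Arrays were also drawn 100 times into groups of the same sizes. Of these draws 1 gave as many probe sets for the 3 classes (6241, highest other 1628) and for CLP against control (1667, highest other 345). For CS against control 2 did (1074, highest other 1342). Chance is thus unlikely for these 3 but not excluded, and for CS a random draw passed more probe sets than the real grouping.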

How the results depend on the processing

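Each result was computed again under the alternatives named with the processing, and the values below are those that moved by more than 1.5 times, correlations that moved by more than the SD of their bootstrap draws, and results that crossed a threshold, with those of single genes and lists given as counts. For each of them the cause was not tested. The controls divided by their Actb 3′ to 5′ difference and the Actb covariate were chosen after seeing the data.

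Probe sets past p of 0.001 moved with the form of the test. Calculated on log2 values, the coefficient of variation exceeded 0.5 for 2 probe sets. With the F test over groups by time, the 3 classes gave 11062, CLP 3415, CS 3081 and both models 561. The plain F test gave 65 shared. With the Actb covariate the values were 1570 for the 3 classes, 57 for CLP and 12 shared. Against controls 1 and 4 they were 89 for CLP, 532 for CS and 14 shared, and against controls 2 and 3 4042 for CLP and 550 for CS. Without control replicate 1, CLP gave 3837 and both models 242, without replicate 2 CLP gave 484, CS 672 and both 29, and without replicate 3 CLP gave 688. Leaving out control replicate 4 gave 532 for CS and 71 shared, leaving out CLP 3 days replicate 4 2521 for CLP and leaving out CS 3 days replicate 2 1459 for CS. Of the called probe sets in CLP against control, 63.6% rose, against 76.6% with centring, 83.5% with the dim filter, 42.4% with the plain F test, 49.4% against controls 1 and 4, 37.3% against controls 2 and 3 and 52.6% with the Actb covariate. In CS 60.3% rose, against 35.5% with controls 1 and 4 and 73.8% with controls 2 and 3.

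Correlations between the models moved with the probe sets and the controls. Over probe sets past p of 0.001 in both models, a selection that favours a high r, it was 0.734, 0.793 and 0.776 at 2 h, 1 day and 3 days and 0.799 for the maximum change. Over all probe sets it was 0.204, 0.511, 0.0935 and 0.269 in that order. Quantile normalization gave 0.0758 at 3 days and 0.0632 for the maximum change, and the F test over groups by time 0.367 at 1 day and 0.11 for the maximum. Signed linear folds gave 0.194 at 2 h and 0.162 for the maximum, and Spearman correlation −0.111 at 2 h. Against controls 2 and 3 r was 0.274, 0.509, 0.273 and 0.306, with the Actb covariate 0.403, 0.568, 0.602 and 0.563, and with controls matched to each model on the Actb difference 0.249, 0.364, 0.258 and 0.262. Without control replicate 2 the 4 values were −0.0671, 0.0563, −0.162 and −0.184, and without control replicate 1 they were 0.142, 0.389, 0.123 and 0.145.

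Counts of called probe sets at 2 h, 1 day and 3 days depended on the estimate of the spread and on the threshold. Array weights gave 6571, 13776 and 3575 for CS, 3665, 22048 and 22346 for CLP, and 14251 and 11810 for CS against CLP at 2 h and 1 day. At p of 0.001 in the plain F test CS had 837, 636 and 528, CLP 287, 1506 and 73, and CS against CLP 2222, 1402 and 1371. At p of 0.001 and over 2-fold CS had 2196, 2254 and 2769, CLP 2785 and 1176 at 1 day and 3 days, and CS against CLP 3330, 2704 and 5557. An adjusted p with a change over 2-fold gave 4207 for CS at 3 days, 4790 for CLP at 1 day and 8414 for their difference at 3 days. With only the 2 groups compared CS had 2250 at 1 day and 1479 at 3 days, CLP 0 at 3 days, and CS against CLP 7343 at 3 days. Quantile normalization gave 1180, 4388 and 1111 for CLP, centring 374 for CLP at 2 h, and the dim filter 5328 for CS and 9264 for CS against CLP at 3 days. With the dim filter 36.3% of the CS calls at 3 days rose, against 52.5%, and 34.9% of the differences from CLP were upward, against 61.4%. At 1 day 47.3% of the differences were upward after quantile normalization and 53.5% with the Actb covariate, against 35.8%. With array weights 46.6% of the CS calls at 1 day rose, against 61.4%. With these weights 38.3% and 37.0% of the CLP calls rose at 1 day and 3 days, against 61.95% and 72.9%. Centring gave 72.3%, 82.9% and 88.3% in the same order.

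Controls and single arrays moved the counts as well. Controls 1 and 4 gave 2480 and 2112 for CS at 2 h and 1 day and 94, 654 and 0 for CLP, while controls 2 and 3 gave 3826 for CS at 3 days and 1773 and 7582 for CLP at 2 h and 3 days. With the Actb covariate CLP had 193, 740 and 0, and CS against CLP 4095, 1946 and 1160. CS at 1 day had 2630 without its replicate 4 and 2759 without control replicate 4, which also gave 5390 at 3 days, and it had 6549 without control replicate 1. Without CS 1 day replicate 2, CS at 3 days had 9753. For CLP at 2 h the counts were 299, 283 and 195 without its replicates 1, 3 and 4, 114 without control replicate 2 and 1095 without CLP 3 days replicate 4. For CLP at 1 day they were 4680, 4292 and 4332 without its replicates 1, 3 and 4, and 12573, 3385, 3993 and 4638 without control replicates 1 to 4.

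For CLP at 3 days limma called 0 probe sets without its replicate 1, 2 or 3, where 7810, 8138 and 9053 had an unadjusted p under 0.05 in limma and 3896, 3800 and 4390 in the plain F test. With only the 2 groups compared these were 12151 and 9661, with the Actb covariate 3340 and 1646, and against controls 1 and 4 3674 and 2136. Without its replicate 4 the count was 8551, without control replicates 1 to 4 it was 8259, 1, 81 and 1000, and without CS 1 day replicate 2 or CS 3 days replicate 2 it was 4021 and 4001.

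Genes over 2-fold at 2 h numbered 668 in CS with the p of the model over all times. In CLP they were 1138 with array weights, 228 and 948 against controls 1 and 4 or 2 and 3, 341 with the Actb covariate and 227 and 676 without control replicates 2 and 4. The DFR difference at 2 h was 1.23 against controls 1 and 4 (exact p = 0.0571) and 0.595 over all probe sets (exact p = 0.0286), and reversed to −0.0022 against controls 2 and 3. At 1 day it was 0.647 under quantile normalization (exact p = 0.0286), 0.113 with the F test over groups by time, 0.108 with moderated variance, 0.176 over all probe sets and 0.789 against controls 1 and 4. Leaving out control replicate 2 gave 0.471, CLP 1 day replicate 4 0.419, CLP 3 days replicate 4 0.165, CS 1 day replicate 2 0.172 and CS 1 day replicate 4 0.162, and the difference reversed to −0.357 against controls 2 and 3, −0.0584 without control replicate 1 and −0.0585 without control replicate 3. At 3 days it had an exact p of 0.0286 under quantile normalization (1.07), centring (0.818), the F test over groups by time (0.952), all probe sets (0.94), controls 1 and 4 (1.72), and without control replicate 2 (1.06) or CLP 3 days replicate 1 (0.841). Against controls 2 and 3 it reversed to −2.02, and it was 0.174 without CLP 3 days replicate 4 and 0.406 without control replicate 1. Against controls 1 and 4 or 2 and 3 the variance in the DFR rests on 2 arrays. Those values, with their reversals, therefore do not decide the order of the models.

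With the replicate number as a block (replicate block), called probe sets numbered 3679, 4296 and 7801 for CS, 603, 7226 and 2315 for CLP, and 6178, 4891 and 16549 for their difference. Nothing says that equal numbers name paired mice. Of 281 gene results, the call was lost for 24 under quantile normalization, 19 under centring, 49 with only the 2 groups compared, 7 with the replicate block, 13 with the probe set of the largest variance and 26 with the mean of the probe sets. It was lost for 79 against controls 1 and 4, 48 against controls 2 and 3 and 74 with the Actb covariate, and 0 reversed. Losses of these 281 without single arrays stand beside the genes. For the difference of Ltf between the models at 1 day no such result is given. Of 279 list results, 245 were the same under quantile normalization, 272 under centring, 254 with only the 2 groups compared, 256 and 261 with other probe sets per gene, and 223 with the Actb covariate. By fry, which asks whether a list changed at all and not whether it changed more than other genes, 213 had the same call, which is no check of the camera results. With the estimated correlation 166 were the same and 113 weaker.

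Other results kept their direction and threshold when each array was left out in turn. The coefficient of variation exceeded 0.5 for 9216 to 11061 probe sets and the F test of 3 classes passed 5451 to 6971. Model held 34.6% to 39.9% and time 17.8% to 23.9% of the variance, 25 to 27 of 27 arrays lay on the branch of their class, and 3 to 5 arrays were misclassified. The DFR difference at 2 h stayed between 0.861 and 1.29, with an exact p of 0.0286 each time. Signal over background limits all counts of dim probe sets, for which detection calls were not used here.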

Differences from the paper's values

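Alternatives were set before the data were examined unless stated otherwise, and values called the paper's are those of its text or its Tables S1 to S3. An alternative reaches the paper's value where a count lies within 1.5 times of it, an r has its sign and lies within the bootstrap SD over arrays, or a fold change has its sign and lies within 1.5-fold or the replicate SD, whichever is wider. Where an alternative chosen after seeing the values reaches the paper's value, how many of the paper's called items it drops was not analysed here.

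Probe sets with a coefficient of variation over 0.5 numbered 10875 here and 19071 in the paper, and genes 6458 and the paper's 12838, and none of the alternatives reached either. For the F test of 3 classes the counts were 6241 probe sets (the paper's 11612) and 4093 genes (the paper's 7581), and only the F test over groups by time came near them, with 11062 and 6604. CLP against healthy control gave 1667 probe sets (the paper's 2869) and 1241 genes (the paper's 2159). Quantile normalization (1918 and 1502) and the F test over groups by time (3415 and 2473) reach both. Leaving out healthy control replicate 1 or CLP 3 days replicate 4 reaches both too (3837 and 2521 probe sets), as does leaving out CLP 2 h replicate 2 (2183), while leaving out CLP 2 h replicate 1 reaches only the probe sets (1915). Controls 2 and 3 alone, chosen after seeing the values, reach both as well (4042 probe sets). The other alternatives do not.

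CS against healthy control gave 1074 probe sets (the paper's 4486), where the F test over groups by time reaches the paper's with 3081, and 826 genes (the paper's 3305), where none of the alternatives does. Both models shared 134 probe sets (the paper's 802) and 178 genes (the paper's 757), which only the F test over groups by time reaches with 561 and 643. In CS alone there were 648 genes and the paper's 2460, which none of the alternatives reach. At 2 h CS had 1445 genes past p of 0.001 and 2-fold, and the paper's 2242 are called significant, at p of 0.001 by its methods, without a stated fold. Quantile normalization (1889) and array weights (2083) reach it, as does leaving out CS 1 day replicate 2, CS 3 days replicate 2 or CLP 3 days replicate 4 (1661, 1601 and 1597), and so does the Actb covariate, chosen after seeing the values (1657).

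Correlation of the models at 2 h was r = 0.0428 and the paper's 0.608, which none of the alternatives reach, with 0.734 over probe sets past p of 0.001 in each model, a selection that favours a high r, lying above it. At 1 day it was 0.2074 and the paper's 0.405, reached by quantile normalization (0.2902), the F test over groups by time (0.367), signed linear folds (0.2634), all probe sets (0.5108), and leaving out healthy control replicate 1 (0.389) or CS 1 day replicate 2 (0.335). Controls 2 and 3 alone (0.509) and controls matched on the Actb difference (0.364), both chosen after seeing the values, reach it too. At 3 days r was −0.0445 and the paper's −0.284, reached by none of the alternatives. For the maximum change r was −0.043 and the paper's 0.545, reached by none of the alternatives set beforehand, with 0.799 over probe sets past p of 0.001 in each model lying above it, but by the Actb covariate, chosen after seeing the values (0.563). The ranking differs too, since r was highest at 1 day here and at 2 h in the paper. Its values at 2 h and 1 day have bootstrap SDs of 0.104 and 0.1498, and no alternative has r highest at 2 h. With the Actb covariate, chosen after seeing the values, it was highest at 3 days (0.602), and against controls 1 and 4, also chosen then, 2 h and 1 day were close (0.132 and 0.137).

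Fold changes follow, those of Tables S1 to S3 as the paper's. Il6 rose 16.19-fold at 2 h after CS (the paper's 31.1, in its text), with none of the alternatives reaching it. Hmgb2 rose 4.83-fold, 6.281-fold and 5.764-fold at 2 h, 1 day and 3 days after CLP (the paper's 12.3, 16.1 and 16.2), and its probe set with the largest variance reaches all 3 (14.48, 18.2 and 18.37). At 3 days centring (6.431) also reaches it, as do leaving out healthy control replicate 1 or 3 or CLP 3 days replicate 4, and controls 2 and 3, chosen after seeing the values. Tlr2 at 1 day after CLP was 5.893-fold (the paper's 3.7), reached by quantile normalization (3.75), by leaving out CLP 1 day replicate 4, and by controls 1 and 4 and the Actb covariate, both chosen after seeing the values. Tlr3 after CLP was −1.167, −1.111 and −1.197 (the paper's 1.2, 1.8 and 1.6), of which the mean of the probe sets reaches the first with 1.014 and none of the alternatives the others.

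After CS, Cd40 was −1.058, −1.366 and 1.234 at the 3 times (the paper's −5.5, −3.8 and −4.5), and none of the alternatives reach these. Tlr7 was −1.779, −1.055 and −1.524 (the paper's 2, 4.2 and 1.8), of which its probe set with the largest variance reaches the first with 1.153 and none of the alternatives the others. Il10 at 3 days was 1.688 (the paper's 2.7), reached by quantile normalization (1.865), by leaving out healthy control replicate 3 or CS 3 days replicate 4, and by controls 1 and 4, chosen after seeing the values. Ccl3 at 3 days after CS was −2.583 (the paper's −1.6), reached by leaving out healthy control replicate 1, and by controls 2 and 3 and the Actb covariate, both chosen after seeing the values. At 1 day after CLP it was 14.92 (the paper's 3.1), reached by quantile normalization (10.64), by leaving out CLP 1 day replicate 4, and by controls 1 and 4 and the Actb covariate, both chosen after seeing the values. At 3 days after CLP it was 1.253 (the paper's −3.8), which none of the alternatives reach. Tlr4 at 2 h and 1 day after CS was −1.575 and −1.103 (the paper's 1.3 and 2.3), and Tnf at 1 day and 3 days after CLP 1.461 and −1.244 (the paper's −1.2 and −2.2), with none of the alternatives reaching any of these.

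Over the 309 fold changes of the 3 tables that have a value here, 264 have the same sign and 144 lie within 1.5-fold, among them 44 of 49 for CLP at 2 h. For CS at the 3 times these were 20, 21 and 18 of 54, and for CLP at 1 day and 3 days 22 and 19 of 49. With the probe set closest to the table's value 286 have the same sign and 176 lie within 1.5-fold.

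Some directions differ. The paper's text has Cd40 and Cxcr3 rising after CS, and Table S2 gives them negative folds. Here Cxcr3 fell at 2 h and 1 day by 1.12 and 1.41 log2 units, and Cd40 was not called. Of the genes the paper gives as raised in CLP alone, Il1b and Tlr2 were called only there, Hmgb2 was called in both models, Cxcl10 in CS at 1 day alone (2.94) and Tlr3 in neither. With only the 2 groups compared Cxcl10 is called at 2 h after CLP, and Il1b is called at 2 h after CS without CS 2 h replicate 4. Tlr7, given as raised in CS alone, was called in neither model.

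Rankings of pathways differ as well, with the paper's drawn from a commercial database. Its Figure 5 has NF-kB signaling inhibited in CLP at 1 day, where 10 of 23 genes rose and 1 fell. The list mixes activators and inhibitors of NF-kB, and the count takes no account of which is which. It therefore does not decide whether the pathway was inhibited. For IL-10 signaling the paper has the greatest share of raised genes at 2 h, and here 10 of 26 genes rose at 2 h after CLP and 18 at 1 day. With p adjusted over the list alone these were 18 and 20, and the camera adjusted p was lower at 2 h (8.95e-28, and 0.0201 with an estimated correlation) than at 1 day (1.78e-12 and 0.211), which has the order of the paper. Adaptive pathways fall most at 1 day in the paper, while in CS 10 of 23 genes of T-cell receptor signaling fell at 3 days and 3 at 1 day. In CLP 5 fell at 1 day and 2 at 3 days, which has the order of the paper. Other lists in CS were divided, counting calls in either direction at 1 day and 3 days. B-cell receptor signaling had 5 and 2 and B cell markers 5 and 3, the order of the paper. CD28 and ICOS costimulation had 3 and 6 and T cell markers 3 and 9, the opposite order.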

Other observations

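The tests of the table folds in this part were chosen after the result was seen. Interferon-stimulated genes rose 1 day after CS. Mx1, an antiviral GTPase, rose by 3.12 log2 units (n = 4 per group, as for all values below), Gbp2, a guanylate-binding protein, by 3.35 and Stat2, which carries the interferon signal, by 2.19, and each was higher than after CLP at that time, by 2.32, 2.27 and 2.36. Of 25 interferon-stimulated genes 15 rose and 1 fell in CS (camera adjusted p = 6.22e-13, and 0.111 with an estimated correlation) and 8 rose in CLP, with 8 higher in CS than in CLP. Platelet genes fell in the same mice: Gp5 by 3.11 and Gp6 by 2.39, both parts of platelet surface receptors. Of 13 platelet markers 11 fell in CS at 1 day and 0 in CLP, and 12 were lower in CS than in CLP (camera adjusted p = 1.74e-21, and 0.0763 with an estimated correlation). Red cell genes fell 3 days after CS, among them Alas2, the first enzyme of heme synthesis, by 3.59 and Car2, a carbonic anhydrase, by 2.96. Of 14 red cell markers 6 fell (camera adjusted p = 0.000446, and 0.89 with an estimated correlation) and 0 in CLP, where the list was lower as well (median −0.62, camera adjusted p = 0.0459, and 0.585 with an estimated correlation), and the direct difference of the models did not pass (camera adjusted p = 0.103).

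Monocyte genes moved apart between the models. Lyz2, a lysozyme of myeloid cells, fell by 3.44 and 2.98 at 2 h and 1 day after CS, while F13a1, a coagulation factor of monocytes, rose by 1.80 at 1 day after CLP. Of 14 monocyte markers 9 rose in CLP at 1 day and 5 fell in CS at 2 h, and 8 at 2 h and 8 at 1 day were lower in CS than in CLP (camera adjusted p = 8.1e-06 and 1.33e-07, and 0.77 and 0.329 with an estimated correlation). Where the paper counts a greater neutrophilia in CLP to 1 day (its Figure 7), neutrophil markers had 3, 8 and 1 of 12 rising after CLP at the 3 times, and 5, 6 and 4 lower in CS than in CLP (camera adjusted p = 0.000102, 2.14e-05 and 0.0741, and 0.77, 0.637 and 0.805 with an estimated correlation). Mmp8, a neutrophil collagenase, rose by 4.43 at 1 day after CLP, and Ngp, a granule protein of immature neutrophils, by 5.20 in CS and 6.09 in CLP. Of 12 immature granule genes 3, 6 and 2 rose in CLP and 2 at each time in CS. With 1 array fewer, no call was made for F13a1 in CLP at 1 day (3 arrays, at most adjusted p = 0.0863 without healthy control replicate 2) and Mmp8 in CLP at 1 day (adjusted p = 0.057 without healthy control replicate 2).

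Some genes of oxidative phosphorylation and ribosomal proteins fell at 2 h in CS. At 3 days 7 of 24 and 6 of 17 were called in CS, in either direction. Compared directly at 3 days, 8 and 6 were lower in CS than in CLP and 3 and 1 higher. Atp5o, a subunit of ATP synthase, fell by 2.62 at 2 h and Rps19, a ribosomal protein, by 4.42. Of 24 genes of oxidative phosphorylation 10 fell and 1 rose at 2 h after CS (camera adjusted p = 0.000109, and 0.43 with an estimated correlation), and 5 rose at 1 day after CLP. Of 17 ribosomal protein genes 5 fell at 2 h after CS and 0 after CLP (camera adjusted p in CS = 0.00124, and 0.573 with an estimated correlation). Of 17 glycolysis and hypoxia genes 9 rose and 0 fell at 1 day after CLP, and 4 rose and 1 fell after CS (camera adjusted p = 9.85e-06 and 0.00126, and 0.211 and 0.301 with an estimated correlation). Pfkfb3, an activator of glycolysis, rose by 2.46 at 2 h after CS and 2.92 after CLP. Rrm2, needed to make DNA, rose by 1.52 and 2.31 at 1 day and 3 days after CS, where 5 and 2 of 23 cell cycle genes rose, and 2 and 0 did in CLP. Dropping single arrays removed the call of Pfkfb3 in CS at 2 h (adjusted p = 0.0613 without CS 2 h replicate 2), Pfkfb3 in CLP at 2 h (3 arrays, at most adjusted p = 0.109 without healthy control replicate 2) and Rrm2 in CS at 1 day (3 arrays, at most adjusted p = 0.107 without healthy control replicate 2).

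Some immediate early genes rose in both models. Egr1, a transcription factor, rose by 2.20 at 2 h after CS and 2.97 at 1 day after CLP, and of 20 immediate early and stress genes 9, 6 and 0 rose at the 3 times in CS and 2, 10 and 0 in CLP. The medians at 2 h were 0.70 in CS and 0.73 in CLP, and the direct difference did not pass (camera adjusted p = 0.78). Among suppressive myeloid genes, Cd274, the ligand of PD-1, rose by 2.76 and 1.85 at 1 day in CS and CLP. Of 16 such genes 3, 6 and 2 rose at the 3 times in CS and 3, 8 and 1 in CLP. B cell markers fell in 8 of 13 at 1 day after CLP and 5 after CS, and T cell markers in 9 of 17 at 3 days after CS (camera adjusted p = 7.15e-05, and 0.89 with an estimated correlation), with Ccr7, a homing receptor, down by 2.27. For NK cells 2 of 12 markers fell at 3 days after CS, among them Prf1, perforin, by 1.08, and of 10 markers of eosinophils, basophils and mast cells 4 fell at 1 day after CLP, among them Ms4a2, a chain of the IgE receptor, by 1.63 (camera adjusted p = 0.0185, and 0.23 with an estimated correlation). A single array decides the call of Egr1 in CS at 2 h (6 arrays, at most adjusted p = 0.149 without CS 2 h replicate 2), Cd274 in CLP at 1 day (5 arrays, at most adjusted p = 0.0847 without healthy control replicate 2) and Ccr7 in CS at 3 days (adjusted p = 0.0501 without healthy control replicate 1). It was likewise for Prf1 in CS at 3 days (8 arrays, at most adjusted p = 0.144 without healthy control replicate 1) and Ms4a2 in CLP at 1 day (adjusted p = 0.052 without healthy control replicate 2).

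Fold changes of Tables S1 to S3 were compared with those against the 4 controls as log2 values. Their root mean square difference was 0.0948 for CLP at 2 h over 23 genes, 1.01 at 1 day and 3 days, and 1.20, 1.02 and 1.12 for CS at the 3 times over 26 genes. These genes are only part of the tables, where 49 CLP and 54 CS values have a value here at each time. Of the 49 for CLP at 2 h, 44 lay within 1.5-fold, and Hmgb2, at 4.83-fold against the paper's 12.3, did not. If another subset of the 4 controls had been the reference, some subset would bring the root mean square difference near 0.0948. The lowest was 0.7739, which argues against such a reference for these 23 and 26 genes. If the tables and the present values differed by 1 shift per gene shared by the times, a small difference would be left. It was 0.0178 for CLP at 1 day and 3 days, which is what such a shift would give for these genes and times. The 0.2994 for CS does not decide, and with CLP at 2 h included the value for CLP was 0.5859. The 5 control arrays drawn in Figures 2 and 3 were not all analysed here.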
